# PDGF Promotes Dermal Fibroblast Activation *via* a Novel Mechanism Mediated by Signaling Through MCHR1

**DOI:** 10.3389/fimmu.2021.745308

**Published:** 2021-11-29

**Authors:** Naoko Takamura, Ludivine Renaud, Willian Abraham da Silveira, Carol Feghali-Bostwick

**Keywords:** scleroderma, systemic sclerosis, skin fibrosis, MCHR1, PDGF, fibroblast

## Abstract

Systemic sclerosis (SSc) is an autoimmune disease characterized by vasculopathy and excessive fibrosis of the skin and internal organs. To this day, no effective treatments to prevent the progression of fibrosis exist, and SSc patients have disabilities and reduced life expectancy. The need to better understand pathways that drive SSc and to find therapeutic targets is urgent. RNA sequencing data from SSc dermal fibroblasts suggested that melanin-concentrating hormone receptor 1 (MCHR1), one of the G protein-coupled receptors regulating emotion and energy metabolism, is abnormally deregulated in SSc. Platelet-derived growth factor (PDGF)-BB stimulation upregulated MCHR1 mRNA and protein levels in normal human dermal fibroblasts (NHDF), and MCHR1 silencing prevented the PDGF-BB-induced expression of the profibrotic factors transforming growth factor beta 1 (TGFβ1) and connective tissue growth factor (CTGF). PDGF-BB bound MCHR1 in membrane fractions of NHDF, and the binding was confirmed using surface plasmon resonance (SPR). MCHR1 inhibition blocked PDGF-BB modulation of intracellular cyclic adenosine monophosphate (cAMP). MCHR1 silencing in NHDF reduced PDGF-BB signaling. In summary, MCHR1 promoted the fibrotic response in NHDF through modulation of TGFβ1 and CTGF production, intracellular cAMP levels, and PDGF-BB-induced signaling pathways, suggesting that MCHR1 plays an important role in mediating the response to PDGF-BB and in the pathogenesis of SSc. Inhibition of MCHR1 should be considered as a novel therapeutic strategy in SSc-associated fibrosis.

## 1 Introduction

Systemic sclerosis (SSc) is an autoimmune disease characterized by vasculopathy and excessive fibrosis of the skin and internal organs (1). Skin fibrosis is the most common finding in SSc patients and can be associated with fibrosis of internal organs, which results in high mortality (2, 3). Fibroblasts are considered the effector cells in fibrosis (4). Several growth factors, such as transforming growth factor beta (TGFβ) (5), connective tissue growth factor (CTGF) (6) and platelet-derived growth factor (PDGF), can activate the profibrotic response of fibroblasts and thus contribute to the pathogenesis of SSc (7). Currently, no effective therapies exist that can halt fibrosis or reverse it (3).

Melanin-Concentrating Hormone Receptor 1 (MCHR1) is a G protein-coupled receptor (GPCR), identified first as a receptor for melanin-concentrating hormone (MCH) in 1999 (8). MCH is a cyclic neuropeptide originally isolated from the salmon pituitary that mediates skin color changes due to environmental conditions (9). MCH and MCHR1 are mainly expressed in the central nervous system (10, 11), but are also expressed in peripheral tissues, including human immune cells (12), human skin melanocytes (13), and human intestinal myofibroblasts (14). Some reports indicate that this pathway could modulate the immune system (12), inflammatory responses (15), and melanocyte function (13). The contribution of MCHR1 to fibrotic responses is demonstrated in patients with inflammatory bowel disease (14), and severe hepatic steatosis in mice (16). Aberrant MCHR1 expression is reported in lung tissues of patients with idiopathic pulmonary fibrosis, which has clinical and pathogenic features that overlap with SSc-associated interstitial lung disease (17). On the basis of these findings, we examined the levels of MCHR1 in SSc dermal fibroblasts. Based on the RNA sequencing data of these fibroblasts (Malaab et al., in press), we identified MCHR1 as a hub gene in our network analysis. Our goal was to elucidate the role of MCHR1 signaling in dermal fibroblast activation.

## 2 Materials and Methods

### 2.1 Primary Human Dermal Fibroblast Culture

Primary human dermal fibroblasts were cultured from skin tissues of patients with SSc or healthy donors as previously described (18), under a protocol approved by the Institutional Review Board (IRB) of the University of Pittsburgh. Informed consent was obtained from all participants. Clinical features of the patients included in this study are shown in **Supplementary Table 1**. For healthy donors, skin samples were obtained without identifiers and deemed as non-human subject research by the IRB of the Medical University of South Carolina. All research included in this manuscript conforms with the Declaration of Helsinki. Fibroblasts were maintained in Dulbecco’s Modified Eagle’s Medium (DMEM) (Mediatech, Herndon, VA, USA) supplemented with 10% fetal bovine serum (Sigma-Aldrich, St. Louis, MO, USA), penicillin, streptomycin, and antimycotic agent (Invitrogen, Carlsbad, CA, USA) and used in passages 3 to 8.

Primary normal human dermal fibroblasts (NHDF) from healthy donors were treated with the following reagents; PDGF-BB (40 ng/mL) (R&D Systems, Minneapolis, MN, USA), MCH (100nM) (TOCRIS, Minneapolis, MN, USA), PI3K inhibitor (LY294002, 10μM), MEK inhibitor (U0126, 10μM), STAT3 inhibitor (StatticV, 5μM), TGFβ receptor inhibitor (ALK4/5/7 inhibitor, SB431542, 10μM), PDGF receptor inhibitor (CP-673451, 100nM), MCHR1 inhibitor (ATC0065, 50nM), dimethyl sulfoxide (DMSO) or Ethanol as a vehicle control, and used for immunoblotting, PCR and ELISA analyses as appropriate. Inhibitors were used at the indicated concentrations based on previous reports (19–25). Cell viability was determined with Cell Counting Kit-8 (Dojindo, Rockville, MD, USA) assay as previously described (26). Detailed information about the reagents is shown in **Supplementary Table 2**.

### 2.2 RNA Sequencing

Total RNA was extracted from each dermal fibroblast cell strain in passage 3 for gene expression analysis using the CsCl-gradient purification method (18). RNA integrity (RINs ≥ 8) was verified using Agilent 2200 TapeStation (Agilent Technologies, Palo Alto, CA). RNAseq libraries were prepared for all dermal fibroblast samples using the TruSeq RNA Sample Prep Kit following the manufacturer’s protocol (Illumina, San Diego, CA) at the Hollings Cancer Center Genomics Core at MUSC (**Supplementary Figure 1A**). Libraries were clustered at a concentration to ensure at least 100 million reads per sample on the cBot as described by the manufacturer (Illumina, San Diego, CA). Clustered RNAseq libraries were paired-end sequenced using version 4 with 2×125 cycles on an Illumina HiSeq2500. Demultiplexing was performed utilizing bcl2fastq-1.8.4 to generate Fastq files.

A second paired-end RNAseq analysis for MCHR1 silenced NHDF and controls treated with/without PDGF-BB was performed at Novogene (Sacramento, CA, USA) with the NEBNext Ultra TM RNA library prep kit (New England Biolabs, MA, USA) on the Illumina NovaSeq 6000 instrument (Illumina) (**Supplementary Figure 1B**).

### 2.3 Differential Expression Analysis

#### 2.3.1 Gene Level Analysis

Gene level analyses were completed using the OnRamp BioInformatics Genomic Research Platform (OnRamp Bioinformatics, San Diego, CA) (27) and the Novogene pipeline. Briefly, Fastq files quality control was performed by FastQC, adapters were trimmed and filtered by CutAdapt, and alignment to the hg19 human genome was done by STAR RNAseq aligner. Gene-level count data were generated by HTSeq and FeatureCounts, and Batch-corrected by ComBat-seq (28). Differential expression analysis was carried out by DESeq2 (29), using R studio version 1.2.1335 2009-2019. For each gene, DESeq2 reported estimated log2 fold change (log2FC) and provided a false discovery rate (FDR) adjusted p-value (q-value). Transcript count data were sorted according to their q-value. FDR is the expected fraction of false positive tests among significant tests and was calculated using the Benjamini-Hochberg multiple testing adjustment procedure. Differentially expressed (DE) genes were defined by q-value < 0.1.

#### 2.3.2 Systems Level Analysis

Systems level analysis was performed using iPathwayGuide (Advaita Bioinformatics, Ann Arbor, MI), a tool that uses a systems biology approach to identify pathways that are significantly impacted in any condition from high-throughput gene expression data (30). The impact analysis incorporates the classical probabilistic component of the magnitude of the expression changes of each gene, the position of the DE genes on the given pathways, the topology of the pathway that describes how these genes interact, and the type of signaling interactions between them. Gene Ontology (GO) terms with a *p*-value < 0.05 were considered to be significantly perturbed. Network analysis was used to identify the hub gene; genes with the largest number of incoming edges are found in the center, and those with the fewest are at the periphery.

### 2.4 Quantitative Polymerase Chain Reaction

Total RNA was extracted using TRIzol (Life Tchnologies), and qPCR was performed in duplicate using TaqMan^®^ gene expression assays using StepOne Plus Real-time PCR machine (Applied Biosystems, Carlsbad, CA), using the following protocol; A. Holding stage: 1) 15 mins at 48°C 2) 10 mins at 95°C. B. Cycling Stage: 1) 1 min at 95°C 2) 1 min at 60°C for a total of 40 cycles. Gene expression levels were normalized to *Beta 2 Microglobulin (B2M)* and compared using the 2−ΔΔCt method. TaqMan^®^ probes for human *Actin Alpha 2 (ACTA2), Collagen Type I Alpha 1 (Col1α1), CTGF, Fibronectin 1 (FN1), TGFβ1, MCHR1, and B2M* were obtained from Applied Biosystems. The assay catalog numbers are shown in **Supplementary Table 3**.

### 2.5 Immunoblotting

Fibroblast lysates were harvested directly in 2× sodium dodecyl sulfate gel-loading buffer (100 mmol/L Tris-Cl, pH 6.8, 200 mmol/L mercaptoethanol, 4% sodium dodecyl sulfate, 0.2% bromophenol blue, 20% glycerol). Samples were separated by 10% sodium dodecyl sulfate polyacrylamide gel electrophoresis and transferred onto nitrocellulose blotting membranes (GE Healthcare Life science). Membranes were then blocked with 5% milk and incubated with one of the following antibodies; MCHR1, Alpha Smooth Muscle Actin (αSMA), Fibronectin (FN), CTGF, Collagen Type I Alpha 1 (Col1A1), TGFβ1, Caspase 3, and Glyceraldehyde-3-Phosphate Dehydrogenase (GAPDH). Product details are shown in **Supplementary Table 2**. Signals were detected using horseradish peroxidase-conjugated secondary antibody and chemiluminescence (Perkin-Elmer, Waltham, MA, USA) on an iBright750 (Thermo Fisher Scientific). Signals were quantified using ImageJ software (designed at the National Institutes of Health) for densitometry (31, 32).

### 2.6 Western Ligand Blotting

Western ligand blotting was performed as previously described (33) with some modifications. Briefly, 1 × 10^6^ NHDF were cultured and collected using the Subcellular Protein Fractionation Kit (Thermo Fisher Scientific), then membrane fraction samples were electrophoresed under non-reducing conditions and transferred to a nitrocellulose membrane. Similarly, recombinant human MCHR1 (Abnova, Taipei City, Taiwan) was electrophoresed under non-reducing conditions and transferred to a nitrocellulose membrane. The membrane was blocked with 5% nonfat milk in Tris-buffered saline/5% Tween-20 and incubated for 1 hour with biotinylated PDGF-BB (R&D). The membrane was washed and incubated for 1 hour with horseradish peroxidase-conjugated streptavidin (Invitrogen), and the signal was detected using chemiluminescence (Perkin-Elmer) on an iBright750 (Thermo Fisher Scientific).

### 2.7 MCHR1 Silencing

NHDF were seeded in a 6-well plate at a density of 1 × 10^5^ cells/well in DMEM supplemented with 10% fetal bovine serum. MCHR1-specific small-interfering RNA (ON-TARGET plus) and control RNAi were purchased from Dharmacon (Lafayette, CO, USA). For transfection, Lipofectamine^®^2000 (Invitrogen) was used in accordance with the manufacturer’s instructions. A mixture of 10 or 100 nM of each RNAi and Lipofectamine^®^2000 was added to cells, and cells were cultured for 72 h. Fibroblasts were serum-starved at least 2 h before further stimulation. MCHR1-silenced or control siRNA fibroblasts were treated with 40 ng/mL PDGF-BB (R&D) and harvested 6hrs or 24hrs after stimulation. The culture supernatants were collected by centrifugation and aliquoted. All samples were stored at - 80°C until further analysis.

### 2.8 Surface Plasmon Resonance (SPR) Assay

All experiments were done at the Biacore Molecular Interaction Shared Resource at Georgetown University using a Biacore T200 instrument (Cytiva, Marlborough, MA, USA) with a sensor chip CM5 (Cytiva) at 25°C. Recombinant human MCHR1 Protein (Abnova) was used as a ligand to capture onto the CM5 chip, using standard amine coupling chemistry. Recombinant human PDGF-BB (Sigma-Aldrich) was used as an analyte to flow over the ligand captured surface. Flow Cell (FC) 1 was used as the reference for FC2. Recombinant human MCHR1 was diluted (1:25 dilution, ~1.2 µg/ml diluted concentration) in 10 mM sodium acetate buffer at pH 4.0 and immobilized onto FC2 to a level of ~5500 RU. PBS-P (20 mM Phosphate buffer pH 7.4, 137 mM NaCl, 2.7 mM KCl, 0.05% v/v surfactant P20) was used as the immobilization running buffer. Based on the Immobilized response value, theoretical R_max_ values were calculated. The R_max_ values assume 1:1 interaction mechanism. Overnight kinetics for PDGF-BB binding to MCHR1 were performed in the presence of PBS-P. The contact and dissociation times were 60 s and 300 s, respectively. The flow rates of all analytes solutions were maintained at 50 µL/min. Two 20 s pulses of 1:1000 H_3_PO_4_ (H_3_PO_4_:ddH_2_O, v/v) were injected for surface regeneration. Injected analyte concentrations were from 100 nM to 3.125 nM (two-fold dilutions). Analytes were injected in duplicate. For analysis, sensorgrams from the overnight kinetics were evaluated using 1:1 kinetics model fitting.

### 2.9 Measurement of cAMP Production

NHDF were plated in 6 well plate at a density of 1 × 10^5^ cells/well and cultured overnight. Cells were washed twice with HBSS and pre-treated with 50nM ATC0065 for 1 hour, followed by addition of PDGF-BB, MCH, or vehicle control for 30min. Fibroblasts were harvested with 0.1M HCL and centrifuged at 1000g for 10 min, and supernatants were used to measure cyclic adenosine monophosphate (cAMP) levels. The levels of cAMP in fibroblasts were measured in duplicate samples using Cyclic AMP ELISA kits (Cayman chemical, Ann Arbor, Michigan, USA) according to the manufacturer’s instructions. The absorbance at 410 nm was measured with a SYNERGY H1 microplate reader (Biotec, Winooski, VT, USA).

### 2.10 Cell Proliferation Assay

Cell proliferation was measured by using the Cell Counting Kit-8 (Dojindo, Rockville, MD, USA). NHDF were seeded in a 96-well plate at a density of 5 × 10^3^ cells/well in 100 µl culture medium and were allowed to adhere overnight. Cells were treated with 40ng/ml PDGF-BB or 10^-7^M MCH or vehicle control with or without 50nM ATC0065, then incubated for 24, 48, or 72 hrs. 10μl of Cell Counting Kit-8 reagent was added to each well 2 hrs prior to measurement of absorbance. The absorbance at 450 nm was measured with a SYNERGY H1 microplate reader (Biotec).

### 2.11 Statistical Analysis

In addition to the described differential expression analysis, statistical comparisons were performed using Mann-Whitney U test, unpaired Student’s t-test, multiple t-test, one-way analysis of variance (ANOVA) (posthoc Tukey or Dunnett), or two-way analysis of variance (post-hoc Sidak) as indicated. All tests were carried out using GraphPad Prism version 8.0 software (GraphPad Software, San Diego, CA). A *P* value <0.05 was considered significant.

## 3 Results

### 3.1 Network Analysis Revealed MCHR1 as a Hub Gene

To identify potential genes involved in the pathogenesis of skin fibrosis in SSc, we performed RNA sequencing (RNAseq) using dermal fibroblasts from twins discordant for SSc and healthy subjects. We identified 742 DE genes in dermal SSc fibroblasts (q < 0.1, log2FC < |0.6|). We determined that *MCHR1* was a hub gene significantly upregulated in our network analysis (**Supplementary Table 4** **and** **Supplementary Figure 2**), suggesting MCHR1 might play a pivotal role in the pathogenesis of SSc based on the “centrality principle” stating that highly connected vertices are often functionally important in biological systems (34). Thus, we focused our study on MCHR1.

### 3.2 MCHR1 Expression Is Upregulated in SSc Dermal Fibroblasts and Induced by PDGF-BB

To confirm the upregulation of MCHR1 in SSc patients, we examined *MCHR1* mRNA levels in dermal fibroblasts from SSc patients with early disease compared to fibroblasts from healthy subjects using quantitative PCR (qPCR). *MCHR1* expression was significantly higher in the dermal fibroblasts of SSc patients (**Figure 1A**). To determine which growth factors may increase MCHR1, we examined the effects of several fibrosis-promoting factors on *MCHR1* expression levels in NHDF, including TGFβ1, interleukin 6 (IL-6), bleomycin (BLM), and PDGF-BB. PDGF-BB and BLM significantly increased *MCHR1* levels, while TGFβ1 decreased its expression, albeit not significantly (p = 0.0586) (**Figure 1B**). A time-course experiment showed that PDGF-BB induced an increase in *MCHR1* expression levels as early as 2 hrs post-treatment, and the difference reached significance after 24 hrs (**Figure 1C**). After 96 hrs of stimulation, *MCHR1* levels returned to basal levels. In parallel, MCHR1 protein abundance was increased in NHDF stimulated with PDGF-BB for 48 and 72 hrs (**Figure 1D**).

**Figure 1:**
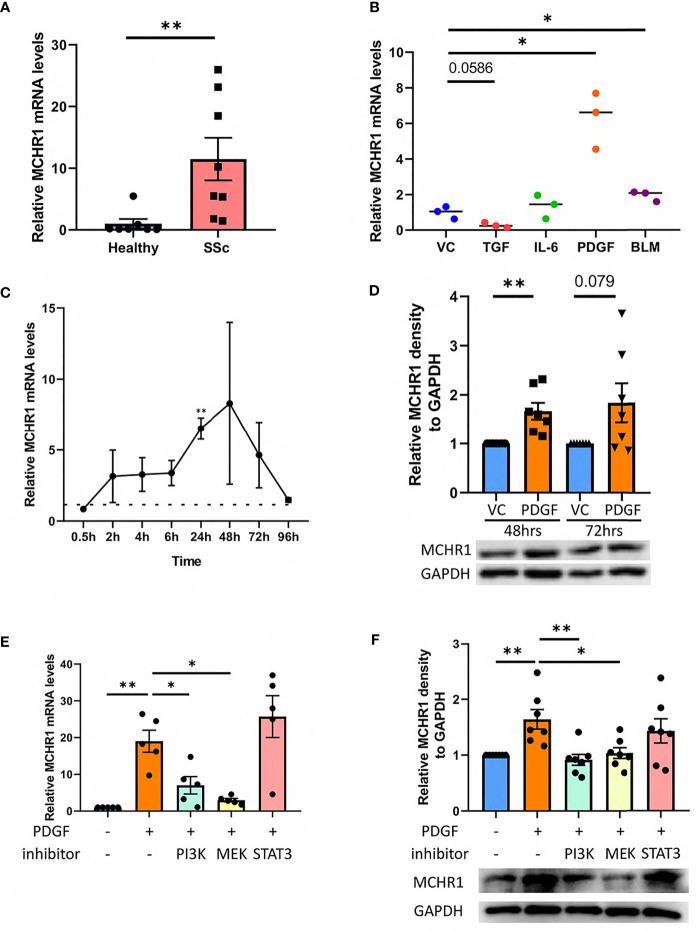
MCHR1 expression in dermal fibroblasts. **(A)** MCHR1 expression in dermal fibroblasts of SSc patients (SSc) and healthy subjects (Healthy) was measured using qPCR (n = 8). **(B)** MCHR1 expression in NHDF treated with TGFβ1 (5ng/ml), interleukin 6 (IL-6, 20 ng/mL), PDGF-BB (PDGF, 40 ng/mL), bleomycin(BLM, 10 mU/mL), or vehicle control (VC) for 24 hrs (n=3). **(C)** MCHR1 expression levels in NHDF treated with PDGF-BB (40ng/ml) compared to vehicle control at the indicated time points (n=3). **(D)** Quantification of MCHR1 protein abundance relative to glyceraldehyde 3-phosphate dehydrogenase (GAPDH) in PDGF-BB-treated NHDF (40 ng/mL) for 48 and 72 hrs (n=7). Representative immunoblots are shown. **(E)** MCHR1 expression levels in NHDF incubated with 10 μM of the following inhibitors: LY294002 (PI3K), U0126 (MEK), 5 μM of StatticV (STAT3), DMSO as a vehicle control (n=5). PDGF-BB (40 ng/mL) was added 1 hour after inhibitors. NHDF were treated with PDGF-BB for 24 hrs. **(F)** Quantification of MCHR1 protein abundance relative to GAPDH in PDGF-BB-treated NHDF (40 ng/mL) for 48hrs in combination with inhibitors PI3K, MEK, STAT3 and DMSO as vehicle control (n=7). Representative immunoblots are shown below. *P < 0.05, **P < 0.01, error bars = SEM.

### 3.3 PI3K and MEK Activation Mediates the PDGF-BB Induction of MCHR1

To determine which PDGF signaling cascades mediate the induction of MCHR1, NHDF were cultured with PDGF-BB in combination with specific inhibitors of PI3K (LY294002), MEK (U0126), and STAT3 (Stat3 inhibitor V, static) signaling. Inhibition of the PI3K and MEK signaling pathways significantly reduced the PDGF-BB-induced increase in *MCHR1* mRNA and protein levels (**Figures 1E, F**), suggesting that these two pathways mediate PDGF-BB induction of MCHR1. We also confirmed that the inhibitors had no off-target effect on MCHR1 levels (**Supplementary Figure 3**).

### 3.4 PDGF-BB Induces the Expression of Fibrotic Genes

To further delineate the role of PDGF-BB in fibrosis, we investigated whether PDGF-BB induces fibrotic gene expression in NHDF. PDGF-BB significantly increased the expression levels of *Col1α1* at 6 hrs and 24 hrs, *CTGF* at 4 and 6 hrs, and *TGFβ1* at 6 and 24 hrs (**Figure 2A**). Immunoblotting showed that 48 hrs of PDGF-BB stimulation significantly increased the protein abundance of Col1A1, FN1, CTGF, and TGFβ1 in NHDF (**Figure 2B**). Additionally, PDGF-BB increased the expression levels of the myofibroblast marker *ACTA2* (**Figure 2A**) and its corresponding protein αSMA (**Figure 2B**), although the increase was not statistically significant. Together, our data showed that PDGF-BB can induce fibrotic mediators and ECM deposition in NHDF.

**Figure 2:**
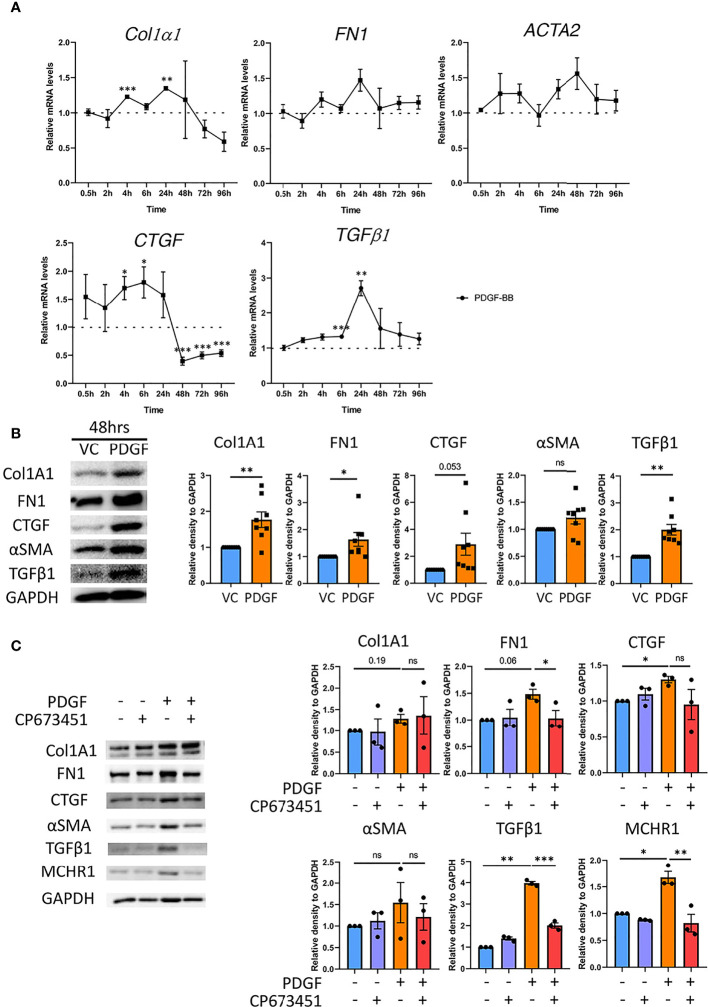
Effect of PDGF-BB on fibrotic genes in NHDF. **(A)** The expression levels of fibrotic genes in NHDF treated with PDGF-BB compared to vehicle control at the indicated time points (n=3). **(B)** Quantification of Col1A1, FN1, CTGF, αSMA and TGFβ1 protein abundance relative to GAPDH in PDGF-BB-treated NHDF (PDGF, 40 ng/mL) for 48 hrs (n=8). Representative immunoblots are shown. **(C)** Quantification of Col1A1, FN1, CTGF, αSMA, TGFβ1 and MCHR1 protein abundance relative to GAPDH in NHDF treated with PDGF-BB and PDGF receptor inhibitor (CP-673451) (n=3). Representative immunoblots are shown. NHDF were treated with 10 nM of CP-673451 1 hr prior to PDGF-BB (40ng/ml for 48 hrs). Ethanol was used as vehicle control. *P < 0.05, **P < 0.01, ***P < 0.001, ns, not significant, error bars = SEM.

### 3.5 PDGF-BB Increases MCHR1 and Fibrotic Genes Through PDGF Receptor

To determine if the fibrotic responses elicited by PDGF-BB were induced through PDGF receptor signaling, NHDF were pre-incubated with PDGF receptor inhibitor CP-673451, and treated with PDGF-BB. PDGF-BB induced MCHR1 and TGFβ1 protein abundance, and this effect was significantly attenuated by PDGF receptor inhibition (**Figure 2C**). PDGF-BB-induced FN1 and CTGF, but not Col1A1, were also reduced by PDGF receptor inhibition, albeit not significantly (**Figure 2C**).

### 3.6 PDGF-BB Increases CTGF and TGFβ1 Independently of TGFβ Receptor Signaling

TGFβ1 is the prototype fibrotic factor that increases the expression of several profibrotic genes in fibroblasts (35). Since PDGF-BB increased TGFβ1 abundance (**Figure 2B**), we sought to determine if the induction of fibrotic genes by PDGF-BB is mediated by TGFβ1. NHDF were pre-incubated with the ALK5 inhibitor, an inhibitor of TGFβ receptor signaling. PDGF-BB-induced Col1A1 and FN1 protein levels were significantly decreased by ALK5 inhibitor (**Supplementary Figure 4**), suggesting that PDGF-BB-induced upregulation of Col1A1 and FN1 is dependent on PDGF-BB activation of TGFβ receptor. PDGF-BB-induced CTGF and TGFβ1 levels were modestly reduced by ALK5 inhibition, albeit not significantly. ALK5 inhibition did not affect PDGF-BB regulation of αSMA. Together these results show that PDGF-BB induces the profibrotic factors CTGF and TGFβ1 independently of TGFβ1 receptor signaling, while the induction of Col1A1 and FN1 by PDGF-BB is due to activation of TGFβ1 signaling.

### 3.7 PDGF-BB Induces CTGF and TGFβ1 Through MCHR1

Since PDGF-BB induction of CTGF and TGFβ1 was independent of TGFβ receptor signaling, we sought to determine if this response is mediated by MCHR1. *MCHR1* expression in NHDF was silenced using small-interfering RNA prior to stimulation with PDGF-BB (see transfection efficacy in **Supplementary Figure 5**). *MCHR1* silencing alone did not affect the expression levels of profibrotic genes, but PDGF-BB-induced *CTGF* and *TGFβ1* gene expression levels were significantly decreased by *MCHR1* silencing (**Figure 3A**). In conditioned media of cells treated with PDGF-BB, the protein abundance of TGFβ1 and CTGF were increased compared to vehicle-treated cells, and *MCHR1* silencing significantly prevented this increase (**Figure 3B**). We also examined the role of MCHR1 in SSc dermal fibroblasts. Our data show that *MCHR1* silencing only reduced PDGF-BB induction of TGFβ1 (**Figures 3C, D**). Interestingly, CTGF was not induced by PDGF-BB in SSc dermal fibroblasts at the time point examined.

**Figure 3:**
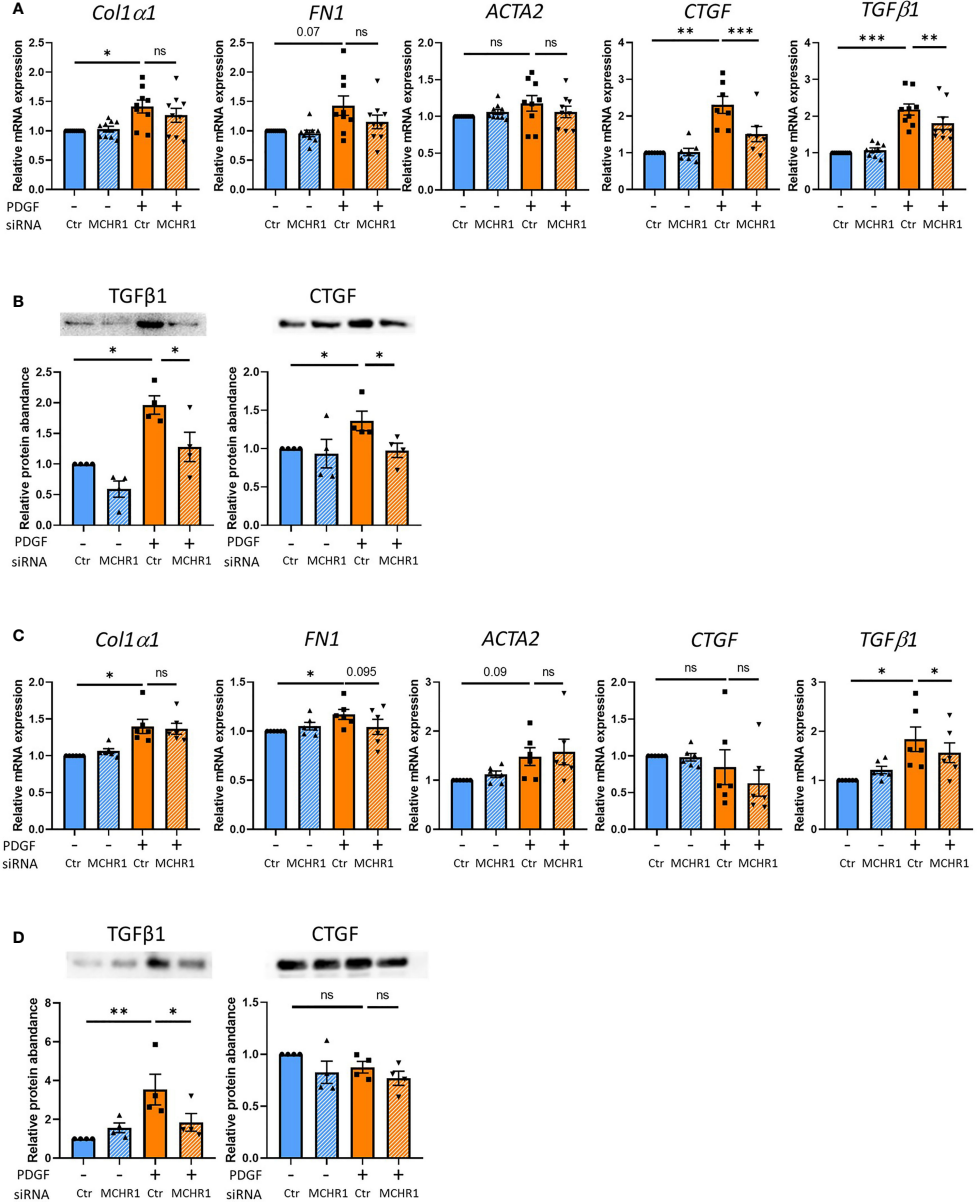
Effect of MCHR1 silencing (siMCHR1) on fibrotic expression levels in NHDF and SSc dermal fibroblasts. NHDF were transfected with siMCHR1 for 72 hrs then stimulated with PDGF-BB (40ng/ml) for 6 hrs (n=6) and 24 hrs (n=9). SSc dermal fibroblasts were transfected with siMCHR1 for 48 hrs then stimulated with PDGFBB (40ng/ml) for 6 hrs (n=6) and 24 hrs (n=6). Transfection efficacy is shown in **Supplementary Figure 5**. **(A)** Effects of MCHR1 silencing on the expression levels of fibrotic genes in NHDF treated with PDGF-BB or vehicle. **(B)** Quantification of TGFβ1 and CTGF protein abundance in the conditioned media of NHDF transfected with siMCHR1 and treated with PDGF-BB (n=4). Representative immunoblots are shown. **(C)** Effects of MCHR1 silencing on the expression levels of fibrotic genes in SSc dermal fibroblasts treated with PDGF-BB or vehicle. **(D)** Quantification of CTGF and TGFβ1 protein abundance in the conditioned media of SSc dermal fibroblasts transfected with siMCHR1 and treated with PDGF-BB (n=4). Representative immunoblots are shown. *P < 0.05, **P < 0.01, ***P < 0.001, ns, not significant, error bars = SEM.

### 3.8 PDGF-BB Binds MCHR1

The findings in MCHR1 silenced fibroblasts suggest that PDGF-BB is working through MCHR1 to induce the expression of the profibrotic factors CTGF and TGFβ1. We, therefore, examined whether MCH, the ligand of MCHR1, also regulates fibrotic genes in NHDF. Our data show that MCH does not increase profibrotic factor expression in NHDF (**Supplementary Figure 6**), suggesting that this effect is specific to MCHR1 activation by PDGF-BB. To examine whether PDGF-BB binds to MCHR1, we performed western ligand blotting using NHDF membrane fractions. Our data show that biotinylated PDGF-BB binds to a protein of the same molecular weight as MCHR1 (**Figure 4A**). Higher molecular weight bands correspond to the sizes of PDGFR. We further confirmed the interaction by western ligand blot using recombinant MCHR1. Again, PDGF-BB bound a band corresponding to recombinant human MCHR1 in a dose-dependent manner (**Figure 4B**). To confirm the binding of PDGF-BB to MCHR1, we performed SPR assay. SPR assay revealed that PDGF-BB binds to MCHR1 with an average K_D_ of 46.6 nM (SEM ±8.1, n=3) (**Figure 4C**). Taken together, our data demonstrate that PDGF-BB directly binds to MCHR1, an association that regulates the expression of CTGF and TGFβ1.

**Figure 4:**
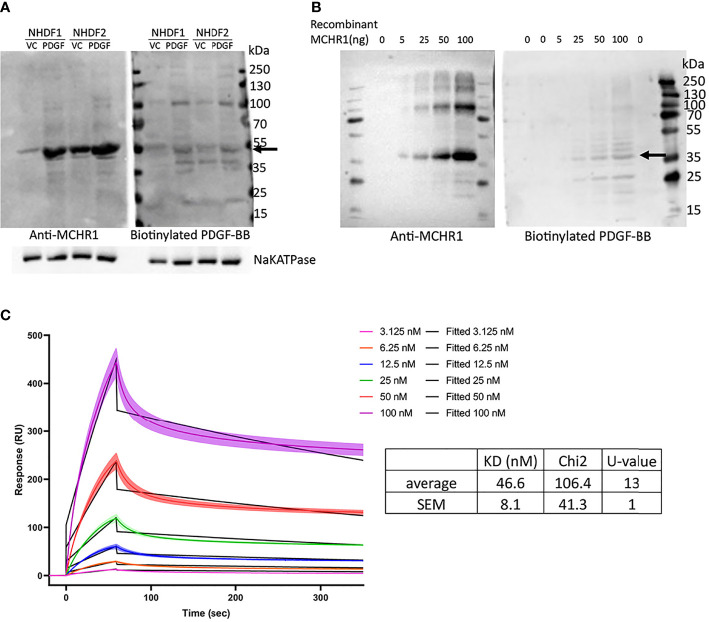
PDGF-BB binding to MCHR1. **(A)** PDGF-BB binding to MCHR1 was assessed using biotinylated PDGF-BB in a western ligand blot. PDGF-BB (40ng/ml) or vehicle control-treated NHDF membrane fractions were separated by electrophoresis on the same gel. The gel was transferred to a membrane and the membrane was cut in half. MCHR1 was detected on one membrane using anti-MCHR1 antibody, and proteins interacting with PDGF-BB were detected on the second membrane using biotinylated PDGF-BB. The molecular weight of MCHR1 corresponds to the 50- to 55-kd bands indicated by arrows. **(B)** PDGF-BB binding to recombinant human MCHR1 was assessed using biotinylated PDGF-BB in a western ligand blot. The indicated amount of recombinant MCHR1 was separated by electrophoresis on the same gel. The gel was transferred to a membrane and the membrane was cut in half. MCHR1 was detected on one membrane using anti-MCHR1 antibody, and proteins interacting with PDGF-BB were detected on the second membrane using biotinylated PDGF-BB. The molecular weight of recombinant MCHR1 corresponds to the 35- to 45-kd bands indicated by arrows. **(C)** Surface plasmon resonance (SPR) measurements of PDGF-BB and recombinant MCHR1. Black lines represent the model data and colored lines show the response of PDGF-BB binding to MCHR1 over time. Recombinant MCHR1 was immobilized on the CM5 chip and the indicated concentrations of PDGF-BB were added. Kinetic values are the mean ± SEM from 3 independent experiments, each ran in duplicate.

### 3.9 MCHR1 Modulates cAMP Levels

The MCH-MCHR1 pathway is known to reduce cAMP levels in some cell types (8). To determine whether PDGF-BB activates cAMP signaling downstream of MCHR1, we measured cAMP levels in NHDF by ELISA. PDGF-BB reduced cAMP levels in NHDF, as did MCH (**Figure 5A**). Pre-incubation of NHDF with a selective MCHR1 inhibitor (ATC0065) prevented the reduction of cAMP in response to both PDGF-BB and MCH, indicating that PDGF-BB can also reduce cAMP levels through MCHR1.

**Figure 5:**
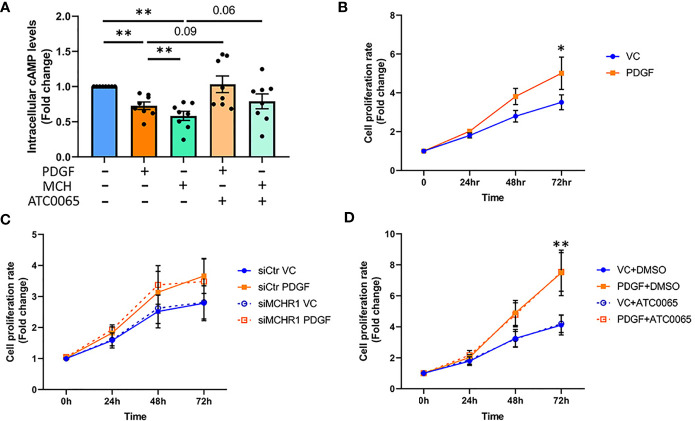
Effect of PDGF-BB on fibroblast cAMP levels and cell proliferation. **(A)** Cyclic adenosine monophosphate (cAMP) levels in NHDF treated with PDGF-BB (40ng/ml) or melanin concentrating hormone (MCH, 10^-7^M) for 30min. Cells were incubated with 50nM MCHR1 inhibitor (ATC0065) or DMSO as a vehicle control prior to treatment (n=8). Normalized cAMP levels in control cells were set at 1. **(B)** The cell proliferation rates of NHDF treated with PDGF-BB (40ng/ml) were measured at the indicated time points (n=5). **(C)** The cell proliferation rate in MCHR1 silenced NHDF (siMCHR1) and control NHDF (siCtr) stimulated with PDGF-BB (40ng/ml) or vehicle control (VC) were assessed at the indicated time points (n=5). **(D)** The cell proliferation rate was assessed in NHDF treated with 50nM of MCHR1 inhibitor (ATC0065) or DMSO as vehicle control 1 hr prior to PDGF-BB (n=3). Normalized absorbance at 0 h was set at 1. *P < 0.05, **P < 0.01, error bars = SEM.

### 3.10 MCHR1 Does Not Mediate Cell Proliferation Induced by PDGF-BB

Fibroblast cell proliferation in SSc is associated with PDGF-BB signaling (7), and the MCH/MCHR1 pathway is reported to affect cell proliferation in some cell types (14, 36). Thus, we investigated the effects of PDGF-BB and MCHR1 on cell proliferation in NHDF. As shown in **Figure 5B**, PDGF-BB induced cell proliferation, and the increase was significant 72 hrs after stimulation (**Figure 5B**). MCHR1 silencing in NHDF and inhibition of MCHR1 with ATC0065 did not affect PDGF-BB-induced cell proliferation (**Figures 5C, D**). Furthermore, treatment of NHDF with MCH had no effect on cell proliferation (**Supplementary Figure 7**). We further validated our data by examining caspase-3 protein abundance in NHDF. Consistent with our cell proliferation assay results, caspase-3 protein abundance significantly increased in PDGF-BB treated NHDF (**Supplementary Figure 8**). These findings suggest that, although MCHR1 mediates PDGF-BB induction of CTGF and TGFβ1 expression, PDGF-BB regulation of cell proliferation is independent of MCHR1.

### 3.11 MCHR1 Regulates the Expression of Several PDGF-BB Downstream Targets

#### 3.11.1 Genes Regulated by PDGF-BB *via* MCHR1

To identify which genes are regulated by PDGF-BB through its association with MCHR1, we performed total RNAseq of NHDF in which *MCHR1* was silenced with siMCHR1 and control (siCtr). NHDF were then treated with PDGF--BB or vehicle (VC) for 24 hrs. 

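Normal human dermal fibroblasts (NHDF) are primary skin cells. In this experiment they were transfected for 72 hrs with small-interfering RNA against MCHR1 (siMCHR1) or a control (siCtr), then given PDGF-BB at 40 ng/mL or VC for 24 hrs, with 3 libraries in each of the 4 groups, numbered 1, 3 and 4. The sample labels give an siRNA concentration of 100 nM, and the paper gives 10 or 100 nM. According to the paper, paired-end libraries were made with the NEBNext Ultra kit and sequenced on a NovaSeq instrument, adapters were trimmed with CutAdapt, reads were aligned to hg19 with STAR, and counts per gene were corrected for batch with ComBat-seq. The authors deposited 3 tables of these batch-corrected counts, each of 6 libraries and 57169 genes. The first sets PDGF-BB against VC in siCtr NHDF, the second does so in siMCHR1 NHDF, and the third sets siMCHR1 against siCtr NHDF with PDGF-BB. The PDGF-BB libraries appear in 2 tables each, with counts corrected separately in each table. Total counts per library were between 25012399 and 33671498 in siCtr VC (median 26228721), 25552417 and 27429878 in siCtr PDGF-BB (median 26768806), 25177849 and 27721061 in siMCHR1 VC (median 26526273), and 24847271 and 28058112 in siMCHR1 PDGF-BB (median 27274956), as the first and second tables give them. Genes with a total of at least 10 counts over the libraries of a fit were tested within each table by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after TMM normalization, at an adjusted p under 0.1, the paper's threshold. The difference between the PDGF-BB responses was tested as an interaction over the 12 libraries of the first and second tables, where a shift between tables falls into the transfection term.

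The counts showed patterns that the batch correction may have left. Within each table, libraries with the same number deviated from their group means in opposite directions, with correlations across genes between -0.995 and -0.974 over the 9 same-numbered pairs. Genes are not independent replicates, so these values describe the tables. In the first and second tables many genes also varied less between replicates than counting noise gives. For genes with 300 to 1000 summed counts, the median chi-square per degree of freedom was 0.174 in siCtr VC and 0.083 in siMCHR1 VC, where counting noise alone gives 0.693. The SD values, standard errors and p-values here describe corrected counts, and for such genes counting noise alone would give a larger SD. Their standard errors can also be smaller than counting noise gives.

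MCHR1, on chromosome 22 of GRCh37 (the same build as hg19) from 41075277 to 41078816, was close to the detection limit. In the first table its counts were 0, 0 and 1 in siCtr VC and 15, 11 and 2 in siCtr PDGF-BB. In the second they were 0 in all 3 siMCHR1 VC libraries and 5, 0 and 0 in siMCHR1 PDGF-BB. In the third table its counts were 9, 10 and 10 in siCtr PDGF-BB and 3, 0 and 0 in siMCHR1 PDGF-BB, which is at least 3.35-fold lower with siMCHR1 (adjusted p = 0.0859 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This call was lost in 5 of the 6 fits that each left out 1 library, with an edgeR adjusted p of 0.237 without siCtr PDGF-BB replicate 4 and 0.0213 without siMCHR1 PDGF-BB replicate 1, which kept it. DESeq2 gave MCHR1 no adjusted p in this table. In the second table its total of 5 counts was under the filter, so its response there was not tested.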

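With PDGF-BB, 11695 of the 21540 genes tested in siCtr NHDF had an adjusted p under 0.1 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, of which 5563 were higher and 6132 lower than with VC. In siMCHR1 NHDF the same test called 12266 of 21626 genes, 5919 higher and 6347 lower. Many of these changes were small. The median absolute log2 fold change of the genes called was 0.71 in siCtr and 0.66 in siMCHR1, and 4135 and 3986 of them changed at least 2-fold. The 3 PDGF-BB libraries did not overlap with the 3 VC libraries in 12002 of all genes tested in siCtr and in 12706 of those tested in siMCHR1. Chance gives 10% for independent libraries, which need not hold here, since same-numbered libraries deviated in opposite directions. DESeq2 moved the numbers of genes called most, to 9743 genes in siCtr and 9556 in siMCHR1.

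The largest rises in siCtr among genes with an average log2 CPM above 3 were those of NTSR1, of KIF18B and of TROAP, the last of which overlaps a gene on the other strand. NTSR1, on chromosome 20 of GRCh37 from 61340188 to 61394123, went from 1.17 ± 0.0026 to 45.7 ± 0.427 CPM (SD, n = 3), a log2 fold change of 5.29 (standard error 0.025, adjusted p = 5.33e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In siMCHR1 the log2 fold change of NTSR1 was 4.57 (standard error 0.036). The largest falls were those of ADH1B, INHBB and PKD1L2, the last of which also overlaps a gene on the other strand. ADH1B, on chromosome 4 from 100226128 to 100242558, had a log2 fold change of -7.70 in siCtr (standard error 0.064) and -7.37 in siMCHR1 (standard error 0.053). In siCtr, NTSR1 had 39, 32 and 30 counts with VC, and ADH1B 10, 9 and 9 with PDGF-BB. These standard errors are smaller than counting noise gives at such counts. In the interaction fit the standard error of the difference was 0.19 for NTSR1 and 0.36 for ADH1B.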

We identified 9,065 DE genes regulated by PDGF-BB in siCtr NHDF [“PDGF-BB vs VC” in siCtr NHDF] (q<0.1) and 8,927 DE genes in PDGF-BB-treated siMCHR1 [“PDGF-BB vs VC” in siMCHR1 NHDF] (**Supplementary Table 5**).

To identify genes regulated by PDGF-BB *via* MCHR1, we performed a meta-analysis using iPathway Guide for the DE genes in [“PDGF-BB vs VC” in siCtr NHDF] and [“PDGF-BB vs VC” in siMCHR1 NHDF]. 

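The genes called in siCtr NHDF and not in siMCHR1 NHDF numbered 2289, of which 865 were higher and 1424 lower with PDGF-BB. Another 2860 genes were called only in siMCHR1, and 9406 in both, 9360 of them in the same direction. Of the 2289 genes, 2166 could be tested in siMCHR1, and 1668 of these (77.0%) changed in the same direction there. A gene past the threshold in siCtr and not in siMCHR1 need not differ between them, so the difference was tested as an interaction. It called 3103 of 24360 genes at an adjusted p under 0.1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with a median absolute difference of 0.26 on the log2 scale. Of the siCtr-only genes 433 were among them, and so were 2238 of the genes called in both. DESeq2 moved the number that differed most, to 726 genes.

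The paper's list in Supplementary Table 6 holds 1473 genes, and 1436 of them were called in siCtr by the same test. Among the 1444 genes of the list that could be tested in both, 1293 (89.5%) changed in the same direction in siMCHR1, and 580 of the list were also called there. The median absolute log2 fold change of the list was 0.54 in siCtr and 0.21 in siMCHR1. Of 1472 listed genes tested for a difference, 625 had an adjusted p under 0.1 when adjusted over the list alone and 408 when adjusted over all genes tested (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The list was chosen on these same libraries as changed in siCtr and not in siMCHR1, so neither these numbers nor the medians are independent evidence of a smaller response.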

We identified 1,473 DE genes that are unique to [“PDGF-BB vs VC” in siCtr NHDF] and thus considered to be driven by PDGF-BB through MCHR1 (**Supplementary Table 6**). Gastrin releasing peptide receptor (*GRPR*) (log2FC = 4.843; q = 0.00689), integrin subunit beta (*ITGB*) 4 (log2FC = -5.015; q = 0.00014), and vitronectin (*VTN*) (log2FC = -4.901; q = 0.00029) were in the list of DE genes (**Supplementary Table 6**), all genes reported to be associated with fibrosis or inflammation (37–39).

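These genes were counted at very low depth. GRPR lies on chromosome X of GRCh37 from 16141688 to 16171641, and its exons overlap a gene on the other strand. In the siCtr table it had 0, 1 and 0 counts with VC and 14, 4 and 10 with PDGF-BB. Since the VC libraries were at or under 3 counts, the rise was at least 3.40-fold (adjusted p = 0.00919 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ITGB4 (chromosome 17, 73717408 to 73753899) had 24, 19 and 29 counts with VC and 1, 1 and 0 with PDGF-BB, at least 7.32-fold lower, with an adjusted p of 0.000402 from the same edgeR test. VTN (chromosome 17, 26694305 to 26700110), whose exons overlap another annotated gene on the same strand, had 38, 16 and 16 counts with VC and 0, 1 and 1 with PDGF-BB, at least 6.75-fold lower, with an adjusted p of 0.000899 from the same edgeR test.

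In siMCHR1 NHDF none of the 3 was called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. GRPR had 3, 0 and 5 counts with VC and 4, 6 and 2 with PDGF-BB (adjusted p = 0.659). ITGB4 had 22, 5 and 18 counts with VC and 6, 17 and 6 with PDGF-BB (adjusted p = 0.584), and VTN had 4, 16 and 9 with VC and 15, 1 and 7 with PDGF-BB (adjusted p = 0.806). The difference between the responses had an adjusted p of 0.0382 for ITGB4, 0.0615 for VTN and 0.171 for GRPR in the interaction test of edgeR. Leaving out 1 library lost the VTN call in 7 of 12 fits, most of all without siMCHR1 PDGF-BB replicate 1 (edgeR adjusted p = 0.169), and brought GRPR under the threshold without siMCHR1 VC replicate 3 (edgeR adjusted p = 0.0676). The siCtr PDGF-BB libraries were also in the table of PDGF-BB-treated NHDF, where the correction was made separately. There ITGB4 had 12, 3 and 0 counts, VTN 0, 8 and 6, and GRPR 9, 7 and 7, against the values above for the same libraries. The lower bounds on the folds above hold for the counts of the siCtr table only.

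**Figure D1:**
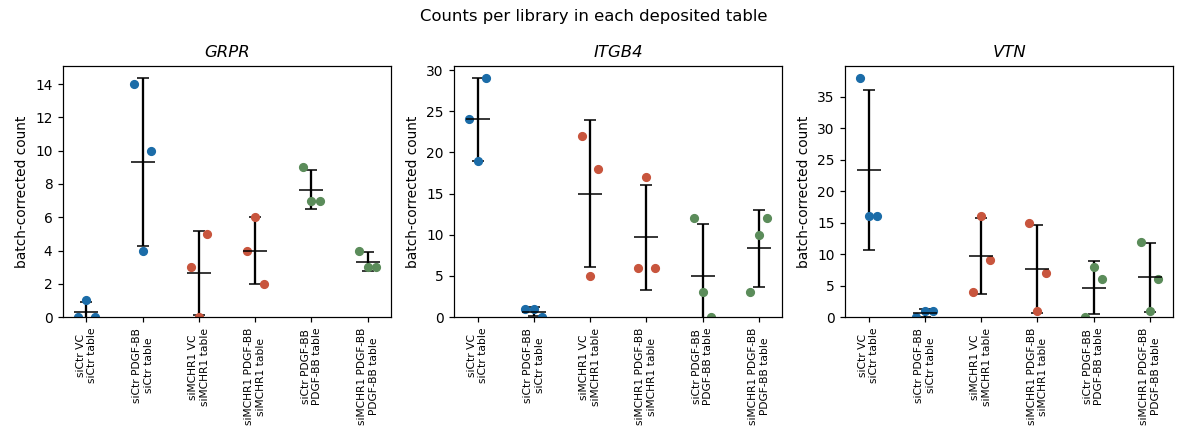
Batch-corrected counts of GRPR, ITGB4 and VTN in each library (points), with the mean and SD of each group of 3 (bars, ending at 0 where the SD reaches below it), by group and by deposited table. The siCtr PDGF-BB libraries have 1, 1 and 0 counts of ITGB4 in the siCtr table and 12, 3 and 0 in the PDGF-BB table.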

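A proliferation list of 28 genes, fixed before the data were examined, was used for the cell proliferation terms. Its tests and those of the other lists, 5 in all, were adjusted together by the Benjamini-Hochberg method. All 28 genes rose with PDGF-BB in siCtr NHDF, with a median log2 fold change of 3.70, and all 28 were called, adjusted over the list alone as well as over all genes tested (adjusted p = 1.96e-18 from camera in limma). In siMCHR1 NHDF all 28 rose and were called as well, with a median of 3.47 (adjusted p = 1.4e-16 from camera in limma). The difference between the responses had a median of -0.19 on the log2 scale and was below 0 for all 28 genes (adjusted p = 7.57e-14 from camera in limma). Of these, 12 had an adjusted p under 0.1 over all genes and 13 when adjusted over the list alone. All 3 results held under fry. With a correlation estimated from the data in place of the preset 0.01, none did, each with an adjusted p of 0.107 from camera in limma. The response in siMCHR1 NHDF did without siMCHR1 PDGF-BB replicate 4 (adjusted p = 0.00768 from camera in limma). In PDGF-BB-treated NHDF the list's median was only -0.023 in siMCHR1 against siCtr, with 1 gene called. Set across the tables, without a test, the list was 0.17 higher in siMCHR1 VC than in siCtr VC.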

To investigate the functional roles of the DE genes, a Gene Ontology (GO) analysis was performed and revealed the enrichment of biological processes related to “cell communication”, “development”, “biosynthesis and metabolism”, “DNA and RNA regulation”, “immune responses” and “cell proliferation” among the top 40 most perturbed GO terms unique to “PDGF-BB vs VC” in siCtr NHDF (**Table 1** and **Supplementary Table 7**). Other terms related to ubiquitination, NF-kappaB signaling and hippo signaling were also enriched, a signature also observed in blood samples from SSc patients (40, 41).

**Table 1:** Top 40 most enriched biological processes which are unique to [PDGF-BB treated vs VC siCtr NHDF].

GO name	Count DE	Count All	p-value
cell communication	2948	4913	0.00011
regulation of macromolecule biosynthetic process	2058	3401	0.0002
regulation of cell division	101	139	0.00021
aromatic compound biosynthetic process	2163	3581	0.00023
regulation of biosynthetic process	2171	3596	0.00026
nucleobase-containing compound biosynthetic process	2128	3524	0.00029
organic cyclic compound biosynthetic process	2232	3702	0.00031
signaling	2926	4890	0.00035
anatomical structure maturation	117	165	0.00036
heterocycle biosynthetic process	2158	3578	0.00037
RNA metabolic process	2430	4044	0.00043
positive regulation of endothelial cell proliferation	65	86	0.00046
regulation of cellular macromolecule biosynthetic process	1998	3309	0.00049
regulation of cellular biosynthetic process	2124	3525	0.00055
negative regulation of cell adhesion	152	222	0.00072
regulation of substrate adhesion-dependent cell spreading	40	50	0.00083
base-excision repair	33	40	0.00087
regulation of cytokinesis	56	74	0.00107
regulation of transcription by RNA polymerase I	25	29	0.00108
positive regulation of chemotaxis	81	112	0.00108
cellular response to vascular endothelial growth factor stimulus	43	55	0.0013
negative regulation of intracellular signal transduction	300	464	0.00149
protein polyubiquitination	214	325	0.00185
positive regulation of transcription by RNA polymerase I	18	20	0.00207
neurogenesis	857	1393	0.00209
regulation of immune system process	696	1123	0.0021
axonogenesis	267	412	0.00218
I-kappaB kinase/NF-kappaB signaling	167	250	0.00226
catechol-containing compound biosynthetic process	11	11	0.00245
catecholamine biosynthetic process	11	11	0.00245
inositol metabolic process	11	11	0.00245
positive regulation of immune system process	457	726	0.00254
immune effector process	576	924	0.00254
developmental maturation	143	212	0.00256
immune response-regulating signaling pathway	192	291	0.00268
hippo signaling	34	43	0.00297
attachment of mitotic spindle microtubules to kinetochore	14	15	0.00327
immune response-regulating cell surface receptor signaling pathway	190	289	0.00357
regulation of nucleobase-containing compound metabolic process	2045	3415	0.00366
positive regulation of epithelial cell proliferation	114	167	0.00366

Table is sorted based on p-value. Group color: Biological processes related to cell communication (orange), biosynthetic and metabolic process (red), cell proliferation (light blue), development (green), DNA and RNA regulation (yellow) and immune response (dark blue). The Count DE column shows the number of DE genes in each biological process, and the Count All column shows how many genes are in this GO term. The full output table is shown in **Supplementary Table 7**. DE, differentially expressed; GO, gene ontology.

The predicted upstream regulators analysis performed using iPathwayGuide is based on the gene expression data from our DE genes. iPathwayGuide predicts the activation or inhibition of each regulator based on the number of DE target genes whose fold change is consistent with the regulator predicted activity (activated or inhibited), and the sign of the interaction between the regulator and the targets (positive or negative). This analysis identified 336 upstream regulators, out of which 34 were unique to [“PDGF-BB vs. VC” in siCtr NHDF] (**Supplementary Table 8**).

#### 3.11.2 Genes Impacted by MCHR1 Silencing

We also performed another analysis to identify genes downstream of PDGF-BB that are impacted by MCHR1 silencing. This DE analysis returned 1,095 DE genes (q<0.1) (**Supplementary Table 9**). 

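In the table of PDGF-BB-treated NHDF, 3121 of 21008 genes had an adjusted p under 0.1 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, of which 1865 (59.8%) were higher and 1256 lower with siMCHR1 than with siCtr. The share that was higher depended on the scaling, and with RLE size factors in place of TMM it was 49.0% of 3239 genes. With DESeq2, which differs in more than the scaling, it was 39.6% of 1097 genes. DESeq2 also moved the number of genes most among the alternatives without a replicate term. With the replicate number as a term in the fit, edgeR called 560 genes. The median absolute log2 fold change of the genes called was 0.25, and 298 of them changed at least 2-fold. The groups did not overlap in 5658 of all genes tested. Chance gives 10% for independent libraries, which need not hold here, since same-numbered libraries deviated in opposite directions. Of the 1095 genes in the paper's Supplementary Table 9, 1069 were called by the same test, and all 1095 changed in the listed direction. The list was made from these same libraries, so neither number is independent evidence. Of the genes called, 2052 were not in that list. The authors' deposited table gives 1103 genes with q under 0.1, 438 higher and 665 lower.

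The largest falls among genes with an average log2 CPM above 3 were those of GMFB, PODXL and PRNP, and the largest rises those of IFI44L, IFIT1 and ISG15. PRNP (chromosome 20 of GRCh37, 4666996 to 4682236) was 345.2 ± 2.37 CPM in siCtr and 202.8 ± 2.25 in siMCHR1 (SD, n = 3), a log2 fold change of -0.77 (standard error 0.019, adjusted p = 9.33e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ISG15 (chromosome 1, 936518 to 949920), whose exons overlap a gene on the other strand, was 17.7 ± 0.433 and 48.8 ± 2.29 CPM, a log2 fold change of 1.47 (standard error 0.044, adjusted p = 9.33e-05 from the same edgeR test).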

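TGFB1, on chromosome 19 of GRCh37 from 41807492 to 41859827, was measured at 210.0 ± 3.41 CPM in PDGF-BB-treated siCtr NHDF and 185.7 ± 4.56 in PDGF-BB-treated siMCHR1 NHDF (SD, n = 3). Its log2 fold change was -0.18 (standard error 0.027, adjusted p = 0.00813 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Across the fits that each left out 1 library it stayed between -0.20 and -0.16. TGFB1 was not called with the replicate number as a term in the fit (edgeR adjusted p = 0.189). Its exons overlap a gene on the other strand, and the paper's text does not say whether reads were counted by strand. PDGF-BB raised TGFB1 in siCtr NHDF by 0.52 on the log2 scale (standard error 0.020) and in siMCHR1 NHDF by 0.44 (standard error 0.0061). The difference between these responses was -0.077 (standard error 0.024, adjusted p = 0.0798 from the interaction test of edgeR). Over its alternatives the adjusted p ran from 0.00475 in edgeR without siCtr PDGF-BB replicate 1, the one library whose removal kept the call, to 0.548 in DESeq2. With each of the other 11 libraries left out, the edgeR adjusted p was over 0.1, reaching 0.189 without siMCHR1 PDGF-BB replicate 1.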

Consistent with our qPCR data, *TGFβ1* was downregulated in siMCHR1 NHDF (log2FC = -0.207; q = 8.073 × 10^−4^). *Col1α1*, *Col2α1*, *Col3α1*, and *FN1* expression was also downregulated in PDGF-treated siMCHR1 NHDF compared to PDGF-BB treated siCtr NHDF. 

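In the table of PDGF-BB-treated NHDF, COL1A1 (chromosome 17 of GRCh37, 48261462 to 48278993), whose exons overlap a gene on the other strand, was 20170 ± 35.2 CPM in siCtr and 18380 ± 259.7 in siMCHR1 (SD, n = 3), a log2 fold change of -0.13 (standard error 0.015, adjusted p = 0.00249 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). COL3A1 (chromosome 2, 189839099 to 189877472) had a log2 fold change of -0.19 (standard error 0.017, adjusted p = 0.000987 from the same edgeR test), and FN1 (chromosome 2, 216225163 to 216300796) of -0.23 (standard error 0.051, adjusted p = 0.0409 from the same edgeR test). COL2A1 (chromosome 12, 48366750 to 48398337) had 6, 6 and 2 counts in siCtr and 2, 0 and 8 in siMCHR1, and no difference was detectable at this depth (log2 fold change -0.56, standard error 1.03, adjusted p = 0.871 from the same edgeR test). No alternative run for COL2A1 called it. COL1A1 and FN1 were not called with the replicate number as a term in the fit (edgeR adjusted p = 0.148 and 0.243). FN1 was not called when replicate 1 or 3 of either group was left out, with an edgeR adjusted p of 0.140 without siCtr PDGF-BB replicate 1 or siMCHR1 PDGF-BB replicate 1, 0.125 without siCtr PDGF-BB replicate 3 and 0.126 without siMCHR1 PDGF-BB replicate 3.

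The small SD of COL1A1 belongs to this table. For the same siCtr PDGF-BB libraries the siCtr table gives 18100 ± 4239 CPM, and COL3A1 was 5162 ± 11.6 in the table of PDGF-BB-treated NHDF and 5517 ± 1511 in the siCtr table. The tables were normalized separately, and no test was made between them.

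**Figure D2:**
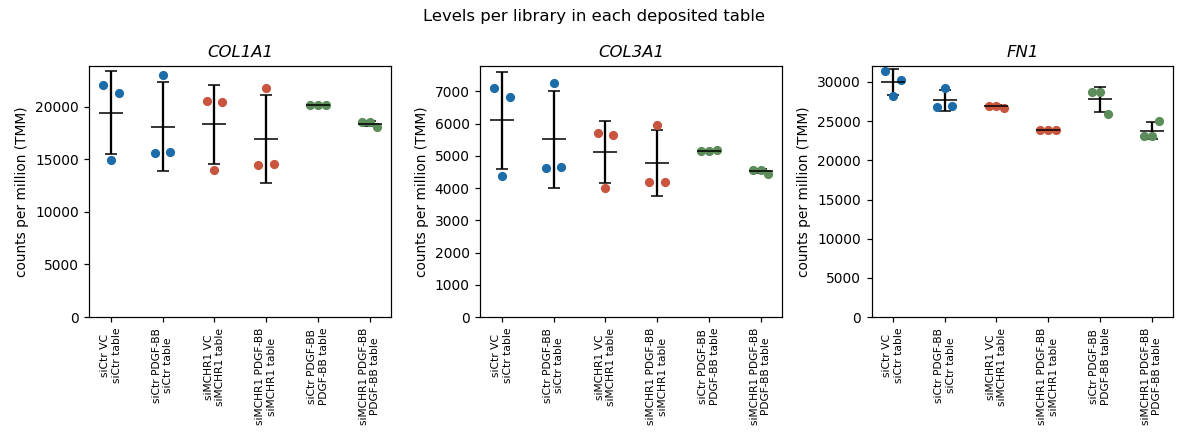
COL1A1, COL3A1 and FN1 in CPM after TMM normalization in each library (points), with the mean and SD of each group of 3 (bars), by group and by deposited table. The SD of COL1A1 in siCtr PDGF-BB is 4239 in the siCtr table and 35.2 in the PDGF-BB table.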

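For extracellular matrix (ECM) and immune genes, lists fixed before the data were examined were compared between PDGF-BB-treated siMCHR1 and siCtr NHDF. The ECM list of 59 genes had a median log2 fold change of -0.10, with 43 genes lower and 16 higher (adjusted p = 7.79e-06 from camera in limma). Of these genes, 26 had an adjusted p under 0.1 over all genes tested, 22 of them lower, and 34 when adjusted over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Set across the siCtr and siMCHR1 tables, without a test, the ECM median was -0.083 with VC (19 of 59 higher). With PDGF-BB it was -0.076 there (23 of 59 higher), so the lower level need not depend on PDGF-BB. The type I interferon list of 35 genes had a median of 0.78, with all 35 genes higher in siMCHR1 (adjusted p = 2.74e-24 from camera in limma). There 28 genes were called over all genes tested and 31 when adjusted over the list alone. Both results held under fry (adjusted p = 0.000151 and adjusted p = 5e-06 in limma). With an estimated correlation the ECM list had an adjusted p of 0.107 from camera in limma, which fell to 0.0226 without siMCHR1 PDGF-BB replicate 4. The interferon list had an adjusted p of 0.0242 in this test, and between 0.00768 and 0.191 over its alternatives. It was over 0.05 without replicate 1, 3 or 4 of siCtr PDGF-BB (0.135, 0.191 and 0.108) or replicate 1 of siMCHR1 PDGF-BB (0.0561), and with RLE size factors (0.0994) or the filterByExpr filter (0.148).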

GO analysis revealed the enrichment of biological processes related to “ECM remodeling”, “development”, “cell communication”, “immune responses” and “secretion” among the top 40 most perturbed biological processes in PDGF-BB treated siMCHR1 NHDF vs. PDGF-BB treated siCtr NHDF (**Table 2** and **Supplementary Table 10**). General terms pertaining to cell signaling were also enriched, as was the MAPK cascade, albeit not in the top 40 most enriched terms (82/599; DE count/All count, p = 0.00019). 

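The responses to PDGF-BB with and without MCHR1 silencing were compared in size across the 9861 genes with an average log2 CPM above 3 in both tables, which share no library. The log2 fold changes in siMCHR1 NHDF had an orthogonal slope of 0.942 on those in siCtr NHDF, with a Pearson r of 0.981 across genes, which are not independent replicates. The direction was the same for 91.6% of these genes. The slope moved most with a lower limit of 0 on the average log2 CPM, to 0.933. The paper concludes that PDGF-BB regulates pathways in both an MCHR1-dependent and an MCHR1-independent manner.

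**Figure D3:**
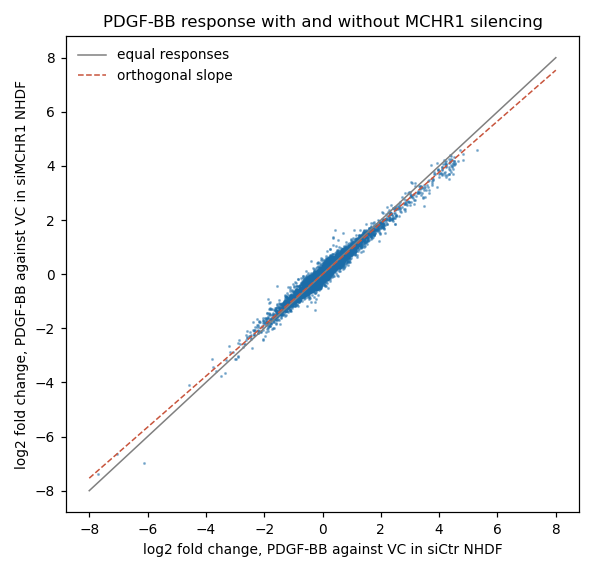
Log2 fold change of each gene with PDGF-BB against VC in siMCHR1 NHDF (vertical axis) and in siCtr NHDF (horizontal axis), one point per gene with an average log2 CPM above 3 in both tables. The gray line marks equal responses and the dashed line the orthogonal slope of 0.942.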

Taken together, our findings identified pathways and biological processes regulated by PDGF-BB in an MCHR1 dependent and independent manner.

**Table 2:** Top 40 most enriched biological processes in PDGF-BB-treated [siMCHR1 NHDF vs siCtr NHDF].

GO name	Count DE	Count All	p-value
extracellular matrix organization	75	259	5.50E-20
extracellular structure organization	75	259	5.50E-20
regulation of multicellular organismal process	297	2010	4.60E-19
response to chemical	368	2736	4.50E-17
blood vessel development	103	478	1.00E-16
Signaling	466	3763	1.40E-15
vasculature development	104	504	1.60E-15
cardiovascular system development	104	504	1.60E-15
response to external stimulus	239	1608	2.80E-15
blood vessel morphogenesis	90	412	4.30E-15
response to type I interferon	32	72	4.50E-15
immune response	179	1102	6.20E-15
biological adhesion	148	850	6.60E-15
cell adhesion	147	847	1.10E-14
response to organic substance	294	2129	1.30E-14
cellular response to chemical stimulus	290	2101	2.40E-14
response to stimulus	613	5373	3.20E-14
wound healing	78	343	3.30E-14
type I interferon signaling pathway	30	68	4.10E-14
cellular response to type I interferon	30	68	4.10E-14
immune system process	254	1783	5.10E-14
anatomical structure morphogenesis	254	1783	5.10E-14
cell surface receptor signaling pathway	262	1862	7.80E-14
system development	382	3005	1.00E-13
Secretion	160	976	1.00E-13
response to wounding	87	413	1.20E-13
cell communication	460	3789	1.20E-13
tube morphogenesis	109	584	4.00E-13
Angiogenesis	77	352	4.30E-13
response to stress	345	2672	4.50E-13
cytokine-mediated signaling pathway	93	467	5.30E-13
regulation of developmental process	247	1755	5.40E-13
tube development	126	719	5.70E-13
export from cell	152	929	5.80E-13
response to cytokine	131	761	7.20E-13
multicellular organismal process	501	4258	1.10E-12
cellular response to organic substance	245	1749	1.20E-12
regulation of localization	246	1759	1.30E-12
secretion by cell	148	906	1.40E-12
tissue development	186	1231	1.90E-12

Table is sorted based on p-value. Group color: Biological processes related to ECM remodeling (purple), cell communication (orange), development (green), immune response (dark blue), and secretion (gray). The Count DE column shows the number of DE genes in each biological process, and the Count All column shows how many genes are in this biological process. The full output table is shown in **Supplementary Table 10**. DE, differentially expressed; GO, gene ontology.

## 4 Discussion

### 4.1 PDGF-BB Promotes Fibrosis Independently of TGFβ Receptor

This study is the first to demonstrate a role for MCHR1 in mediating the profibrotic effects of PDGF-BB and its reduction of cAMP. The PDGF-BB mediated increase in CTGF and TGFβ1 levels was MCHR1-dependent and TGFβ receptor-independent. We observed that PDGF-BB and BLM stimulation significantly increased *MCHR1* expression in NHDF while TGFβ1 decreased its expression, suggesting that TGFβ1 might provide negative feedback for MCHR1 expression since TGFβ1 is induced by PDGF-BB in NHDF (**Figure 6A**, arrow #1). BLM is the reagent commonly used to induce SSc-like fibrotic responses in murine and human skin (42). BLM is reported to induce pro-inflammatory cytokines such as TGFβ1 and CTGF in human dermal fibroblasts *in vitro* (43), suggesting that the combination of several pro-inflammatory mediators, even in the presence of TGFβ1, can increase the expression of MCHR1, consistent with our data in SSc dermal fibroblasts showing high levels of MCHR1. Similar to our findings, Ziogas et al. showed that dextran sodium sulfate (DSS) induces MCHR1 expression and inflammatory colitis *via* several inflammatory mediators, including TGFβ1, in myofibroblasts (14, 44).

**Figure 6:**
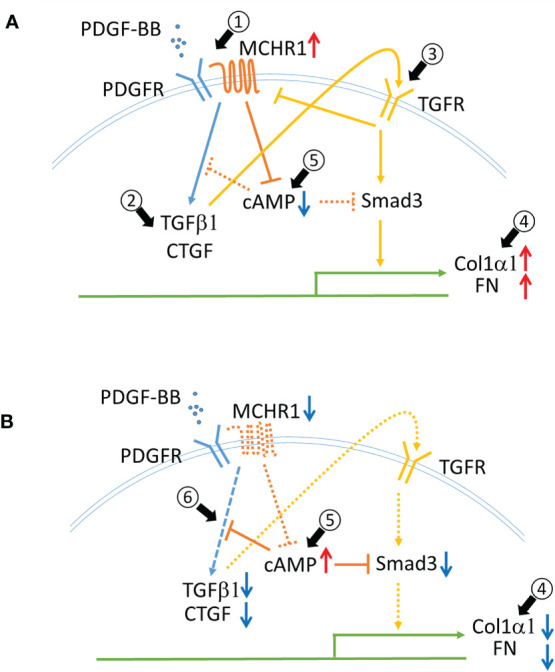
Schematic representing the role of MCHR1 in the fibrotic response elicited by PDGF-BB in NHDF. **(A)** PDGF-BB induces MCHR1, TGFβ1 and CTGF (arrow #1,2). PDGF-BB induced TGFβ1 increases ECM deposition (arrow #3,4). MCHR1 reduces intracellular cAMP levels and enhances the cell response to TGFβ1 (arrow #5). **(B)** Without MCHR1 signaling, intracellular cAMP levels increase (arrow #5), and PDGF signaling is attenuated (arrow #6). Increased cAMP levels reduce PDGF-BB induced TGFβ1 and CTGF and prevent the cell response to TGFβ1 (arrow #4).

TGFβ is thought to be a master regulator of the fibrotic response and is a prototype fibrotic factor (5). However, PDGF is also important in the pathogenesis of fibrosis. PDGF was initially thought to only promote fibroblast proliferation, but activation of PDGF signaling alone can induce skin and internal organ fibrosis in mice (45). We observed that PDGF-BB induced the fibrotic genes *TGFβ1* and *CTGF* in NHDF (**Figure 6A**, arrow #2). The increase in *CTGF* occurred earlier than *TGFβ1*, both of which were induced earlier than other fibrotic genes such as *Col1α1* and *FN1*. This led us to speculate that TGFβ1 may mediate, at least in part, the response to PDGF-BB in NHDF. In fact, our data showed that TGFβ1 mediated ECM production in response to PDGF-BB (**Figure 6A**, arrows #3,4), but the increase in CTGF and TGFβ1 was independent of TGFβ signaling. Interestingly, we did not see CTGF induction by PDGF-BB in SSc dermal fibroblasts. We speculate this is because SSc fibroblasts produce more CTGF at baseline (46), and thus the amplitude of the response to PDGF stimulation may not be as robust as in NHDF, or because a negative feedback loop is in place in SSc fibroblasts to block further induction of CTGF.

### 4.2 MCHR1 Mediates the Profibrotic Effects of PDGF-BB

We explored whether the profibrotic effects of PDGF-BB were mediated by MCHR1 for two reasons: 1) PDGF-BB increased MCHR1 levels in NHDF and 2) MCH stimulation alone did not induce the expression of fibrotic genes nor MCHR1. However, previous studies suggested that MCH had profibrotic properties. MCH infusion increased profibrotic genes including *TGFβ1* in mouse liver (16), and co-stimulation of MCH with IGF1 or TGFβ1 enhanced cell proliferation rate or collagen production, respectively, in CCD-18Co human myofibroblasts (14). Human microvascular endothelial cells produced MCH following stimulation with Th2 cytokines such as IL4 and IL13 (47). IL4 and IL13 contribute to fibrosis by promoting cell differentiation and collagen production and are found in both serum and lesional skin tissues of SSc patients (48). These studies suggest that IL4 and IL13 can induce MCH, contributing to the pathogenesis of fibrosis in SSc patients. However further investigation will be needed since MCH levels of peripheral tissue or plasma in SSc patients have not been reported, and the contribution of MCH in SSc is unexplored.

The interaction between MCHR1 and PDGF-BB or PDGF receptors has not been reported, however, it is quite possible that PDGF signaling activates MCHR1 since transactivation of GPCR by growth factor receptor-tyrosine kinase has been shown (49, 50). We determined that *MCHR1* silencing in NHDF significantly reduced PDGF-BB-induced *TGFβ1* and *CTGF* levels, indicating that PDGF-BB signaling could be modulated by MCHR1. GPCRs are involved in the transmission of PDGF signaling (51), leading us to speculate that MCHR1 may be required to activate downstream signaling of PDGF. We assume that MCHR1 upregulation by PDGF-BB is the result of a positive feedback of PDGF signaling, consistent with other reports showing that a ligand can induce the expression of its receptor (52, 53). Moreover, our western ligand blot and SPR assay results suggest that PDGF-BB directly binds to MCHR1 to activate downstream pathways. MCHR1 then interacts with the Gi/o/q protein and regulates intracellular signaling (8).

### 4.3 cAMP Levels Are Reduced in PDGF-BB-Stimulated NHDF

In *MCHR1* transfected cells, MCH binding to MCHR1 can inhibit the accumulation of cAMP, activate MAP kinase signaling, induce IP3 production, and increase intracellular Ca^2+^ (8). We observed a reduction in cAMP levels following PDGF-BB and MCH treatment in NHDF, and MCHR1 chemical inhibition neutralized cAMP reduction due to both PDGF-BB and MCH, suggesting that PDGF-BB can directly activate the MCHR1 signaling pathway. This data also suggests that MCHR1 inhibition has anti-fibrotic effects by increasing cAMP levels. Elevated intracellular cAMP levels have been shown to exert anti-fibrotic effects, decrease fibroblast proliferation, promote fibroblast cell death, and inhibit ECM production (54). Increased cAMP levels in MDCK cells prevented TGFβ−mediated increases in αSMA levels, suggesting that increased cAMP can inhibit the fibrotic response induced by TGFβ, likely as a result of inhibition of Smad3 activation (54). Increased cAMP levels in lung fibroblasts can inhibit PDGF-BB-induced CTGF and TGFβ1 (55). Based on our findings and those of others, we speculate that increased MCHR1 expression levels might modulate cAMP levels in NHDF and enhance the fibrotic response to PDGF-BB (**Figures 6A, B** arrow #5, 6).

Interestingly, Janus kinase-1 (JAK1) and PDGF-receptor-α (PDGFRA) were among the list of 34 genes predicted to be upstream regulators of DE genes regulated by PDGF-BB *via* MCHR1 [“PDGF-BB vs. VC” in siCtr NHDF] (**Supplementary Table 8**). JAK1 and PDGFRA are involved in PDGF signaling (56, 57), indicating that MCHR1 might modulate PDGF-BB signaling. In support of this observation, Zigoas et al. showed that the inhibition of MCH/MCHR1 signaling attenuated Smad3 expression levels in mouse fibroblasts of a colitis murine model (14). In contrast, the cAMP signaling pathway was activated by PDGF in several cell types as a result of a negative feedback loop (58, 59). Our observation of decreased cAMP levels could be due to the use of different cell types, PDGF-BB concentrations, and experimental time points.

### 4.4 Targeting MCHR1 as a Therapeutic Strategy Against Fibrosis

In experimental colitis, MCHR1 antagonist reduced colonic inflammation, probably by blocking IL10 upregulation, suggesting that inhibition of MCH/MCHR1 signaling could be a novel anti-inflammatory therapeutic approach (60, 61). Anti-fibrotic effects of MCH/MCHR1 inhibition have been reported. Anti-MCH antibody suppressed the production of fibrotic genes in experimental colitis (14), and oral administration of MCHR1 antagonist decreased *Col1α1* and *TGFβ1* expression levels in a dose-dependent manner in the liver of C57BL/6 J mice with severe hepatic steatosis (16). Previous reports suggest that the anti-fibrotic effects of alpha-melanin stimulating hormone (α-MSH) are actually due to inhibition of MCH/MCHR1 signaling (14, 61), since α-MSH can neutralize the functional effects of MCH (62, 63). The anti-fibrotic effects of α-MSH were reported in NHDF and in a murine model of skin fibrosis induced by TGFβ1 or BLM (64, 65), suggesting that inhibition of MCH/MCHR1 signaling has anti-fibrotic effects in skin.

The functional enrichment analysis of our RNAseq data revealed the involvement of MCHR1 in the fibrotic and inflammatory responses induced by PDGF-BB. Genes and biological processes involved in fibrosis were exclusively enriched by PDGF-BB in NHDF. For example, PDGF-BB decreased ITGB4 expression, a signature that is associated with enhanced lipopolysaccharide-induced inflammation (38). GRPR is the G protein-coupled receptor that binds to gastrin-releasing peptide (GRP). GRP was shown to induce the fibrotic response in a murine model of lung fibrosis and in human cell lines (37, 66), and GRPR antagonism can reverse the effect of GRP on cell proliferation (67), indicating increased GRPR may be involved in the fibrotic response.

GO term analysis revealed some biological processes are deregulated by PDGF-BB *via* MCHR1. Consistent with previous reports, our data indicated MCHR1 could modulate the immune system (12) and inflammatory responses (15). The biological processes related to biosynthetic, metabolic, and development are also perturbed. This is not surprising as MCHR1 modulates energy metabolism (11), likely in association with leptin (68). The biological process related to ubiquitination may affect SSc pathogenesis by modulating TGFβ signaling and TLR-dependent signaling (69, 70). 

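In PDGF-BB-treated NHDF, PDGFRA (chromosome 4 of GRCh37, 55095447 to 55164412), whose exons overlap another annotated gene on the same strand, was lower with siMCHR1 than with siCtr, by a log2 fold change of -0.14 (standard error 0.024, adjusted p = 0.0151 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MAPK9 (chromosome 5, 179660143 to 179719099) was also lower, at -0.41 (standard error 0.034, adjusted p = 0.00084 from the same edgeR test). PDGFRB (chromosome 5, 149493402 to 149535435) was higher, at 0.30 (standard error 0.017, adjusted p = 0.000293 from the same edgeR test), as was PDGFD (chromosome 11, 103777917 to 104035107), which overlaps DDI1 on the other strand, at 0.52 (standard error 0.025, adjusted p = 0.000177 from the same edgeR test). The response to PDGF-BB itself differed between siCtr and siMCHR1 for PDGFD, with a log2 fold change of -2.38 in siCtr and -1.76 in siMCHR1 (difference 0.62, standard error 0.031, adjusted p = 3.8e-06 from the interaction test of edgeR). It was not called as different for PDGFRA (adjusted p = 0.970), PDGFRB (adjusted p = 0.246) or MAPK9 (adjusted p = 0.487) by the same edgeR test. The lower PDGFRA with siMCHR1 was not called with the replicate number as a term in the fit (edgeR adjusted p = 0.253). The spread of PDGFRA depended on the table. For the same siCtr PDGF-BB libraries it was 578.8 ± 13.8 CPM in the table of PDGF-BB-treated NHDF and 601.9 ± 124.4 in the siCtr table (SD, n = 3), which were normalized separately and not tested against each other.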

We also observed that the biological processes related to ECM remodeling and PDGF-BB signaling were perturbed when *MCHR1* expression is silenced in NHDF, indicating that silencing of MCHR1 mediated the effects of PDGF-BB in the regulation of these genes, namely PDGFRA, PDGFRB, PDGFD, and MAPK9. Interestingly, we found several biological processes related to vascular development. Vasculopathy is one of the most common features of SSc (1), and MCHR1 has not been previously reported to contribute to angiogenesis or vasculopathy.

### 4.5 PDGF-BB Induces Cell Proliferation Independently of MCHR1 in NHDF

In the present study, we observed that PDGF-BB induced cell proliferation of NHDF, in agreement with previous studies (45), whereas MCH did not. In addition, *MCHR1* silencing or chemical inhibition did not affect cell proliferation. It is reported that PDGF-BB-induced cell proliferation is suppressed by inhibition of PDGF receptor (71). Taken together, these findings lead us to conclude that PDGF-BB induces cell proliferation in an MCHR1-independent manner. MCH/MCHR1 signaling in cell proliferation is still controversial. In some cell types, MCH/MCHR1 signaling inhibited cell proliferation, e.g., MCH had inhibitory effects on CD3+ lymphocyte proliferation (12) and MCHR1 antagonism induced proliferation of progenitor cells in mouse brain (72). In contrast, MCH induced cell proliferation in DSS-treated human myofibroblasts (14). There are some possible explanations for these conflicting results: MCH/MCHR1 signaling can promote different responses depending on cell type, or cell proliferation rate might depend on the basal expression levels of MCHR1 since DSS treated human myofibroblasts showed higher levels of MCHR1. However, our study has some limitations. Although we found that transcription levels of MCHR1 were upregulated in SSc dermal fibroblasts, we did not examine the role of MCHR1 *in vivo*. We showed that PDGF-BB induces MCHR1 and confirmed that blocking PDGF-BB signaling by inhibiting PDGF receptor prevented the upregulation of MCHR1, but there is a possibility that MCHR1 is further activated by PDGF-BB-induced molecules or other factors. We also showed that PDGF-BB directly binds to MCHR1 by western ligand blot and SPR, however, we must also consider the possibility that PDGFR and MCHR1 are co-localized and PDGF-BB signals *via* both receptors simultaneously or sequentially.

## 5 Conclusion

In conclusion, we are the first to show that MCHR1 contributes to the PDGF-BB-induced fibrotic response and the resulting increase in the potent profibrotic factors CTGF and TGFβ1. Increased levels of MCHR1 in SSc fibroblasts can promote PDGF-BB signaling, increase TGFβ1 and CTGF levels, modulate intracellular cAMP production, and increase the fibrotic response. Increased levels of MCHR1 can also potentially mediate the vasculopathy characteristic of SSc. Together, our data show that inhibition of MCHR1 should be considered as a potential therapeutic strategy for skin fibrosis.

## Data Availability Statement

RNAseq data used in this study have been deposited on the NCBI GEO under access number GSE180488.

## Ethics Statement

The studies involving human participants were reviewed and approved by The Institutional Review Board of the University of Pittsburgh, the Institutional Review Board of the Medical University of South Carolina. The patients/participants provided their written informed consent to participate in this study.

## Author Contributions

Study design: NT and CF-B. Performed experiments: NT. Gene level analysis and systems level analysis: LR and WS. Writing of the manuscript, generation of figures: NT and CF-B. Reviewing the draft, comments: LR and WS. Manuscript editing: NT, LR, and CF-B. All authors contributed to the article and approved the submitted version.

## Funding

This project was supported by K24AR060297 to CF-B, T32 AR050958 to LR, and the SmartState and Kitty Trask Holt endowment to CF-B.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: PDGF Promotes Dermal Fibroblast Activation via a Novel Mechanism Mediated by Signaling Through MCHR1
**Source:** Front Immunol. 2021 Nov 29;12:745308. doi: 10.3389/fimmu.2021.745308
**Supplement:** Supplementary file 1

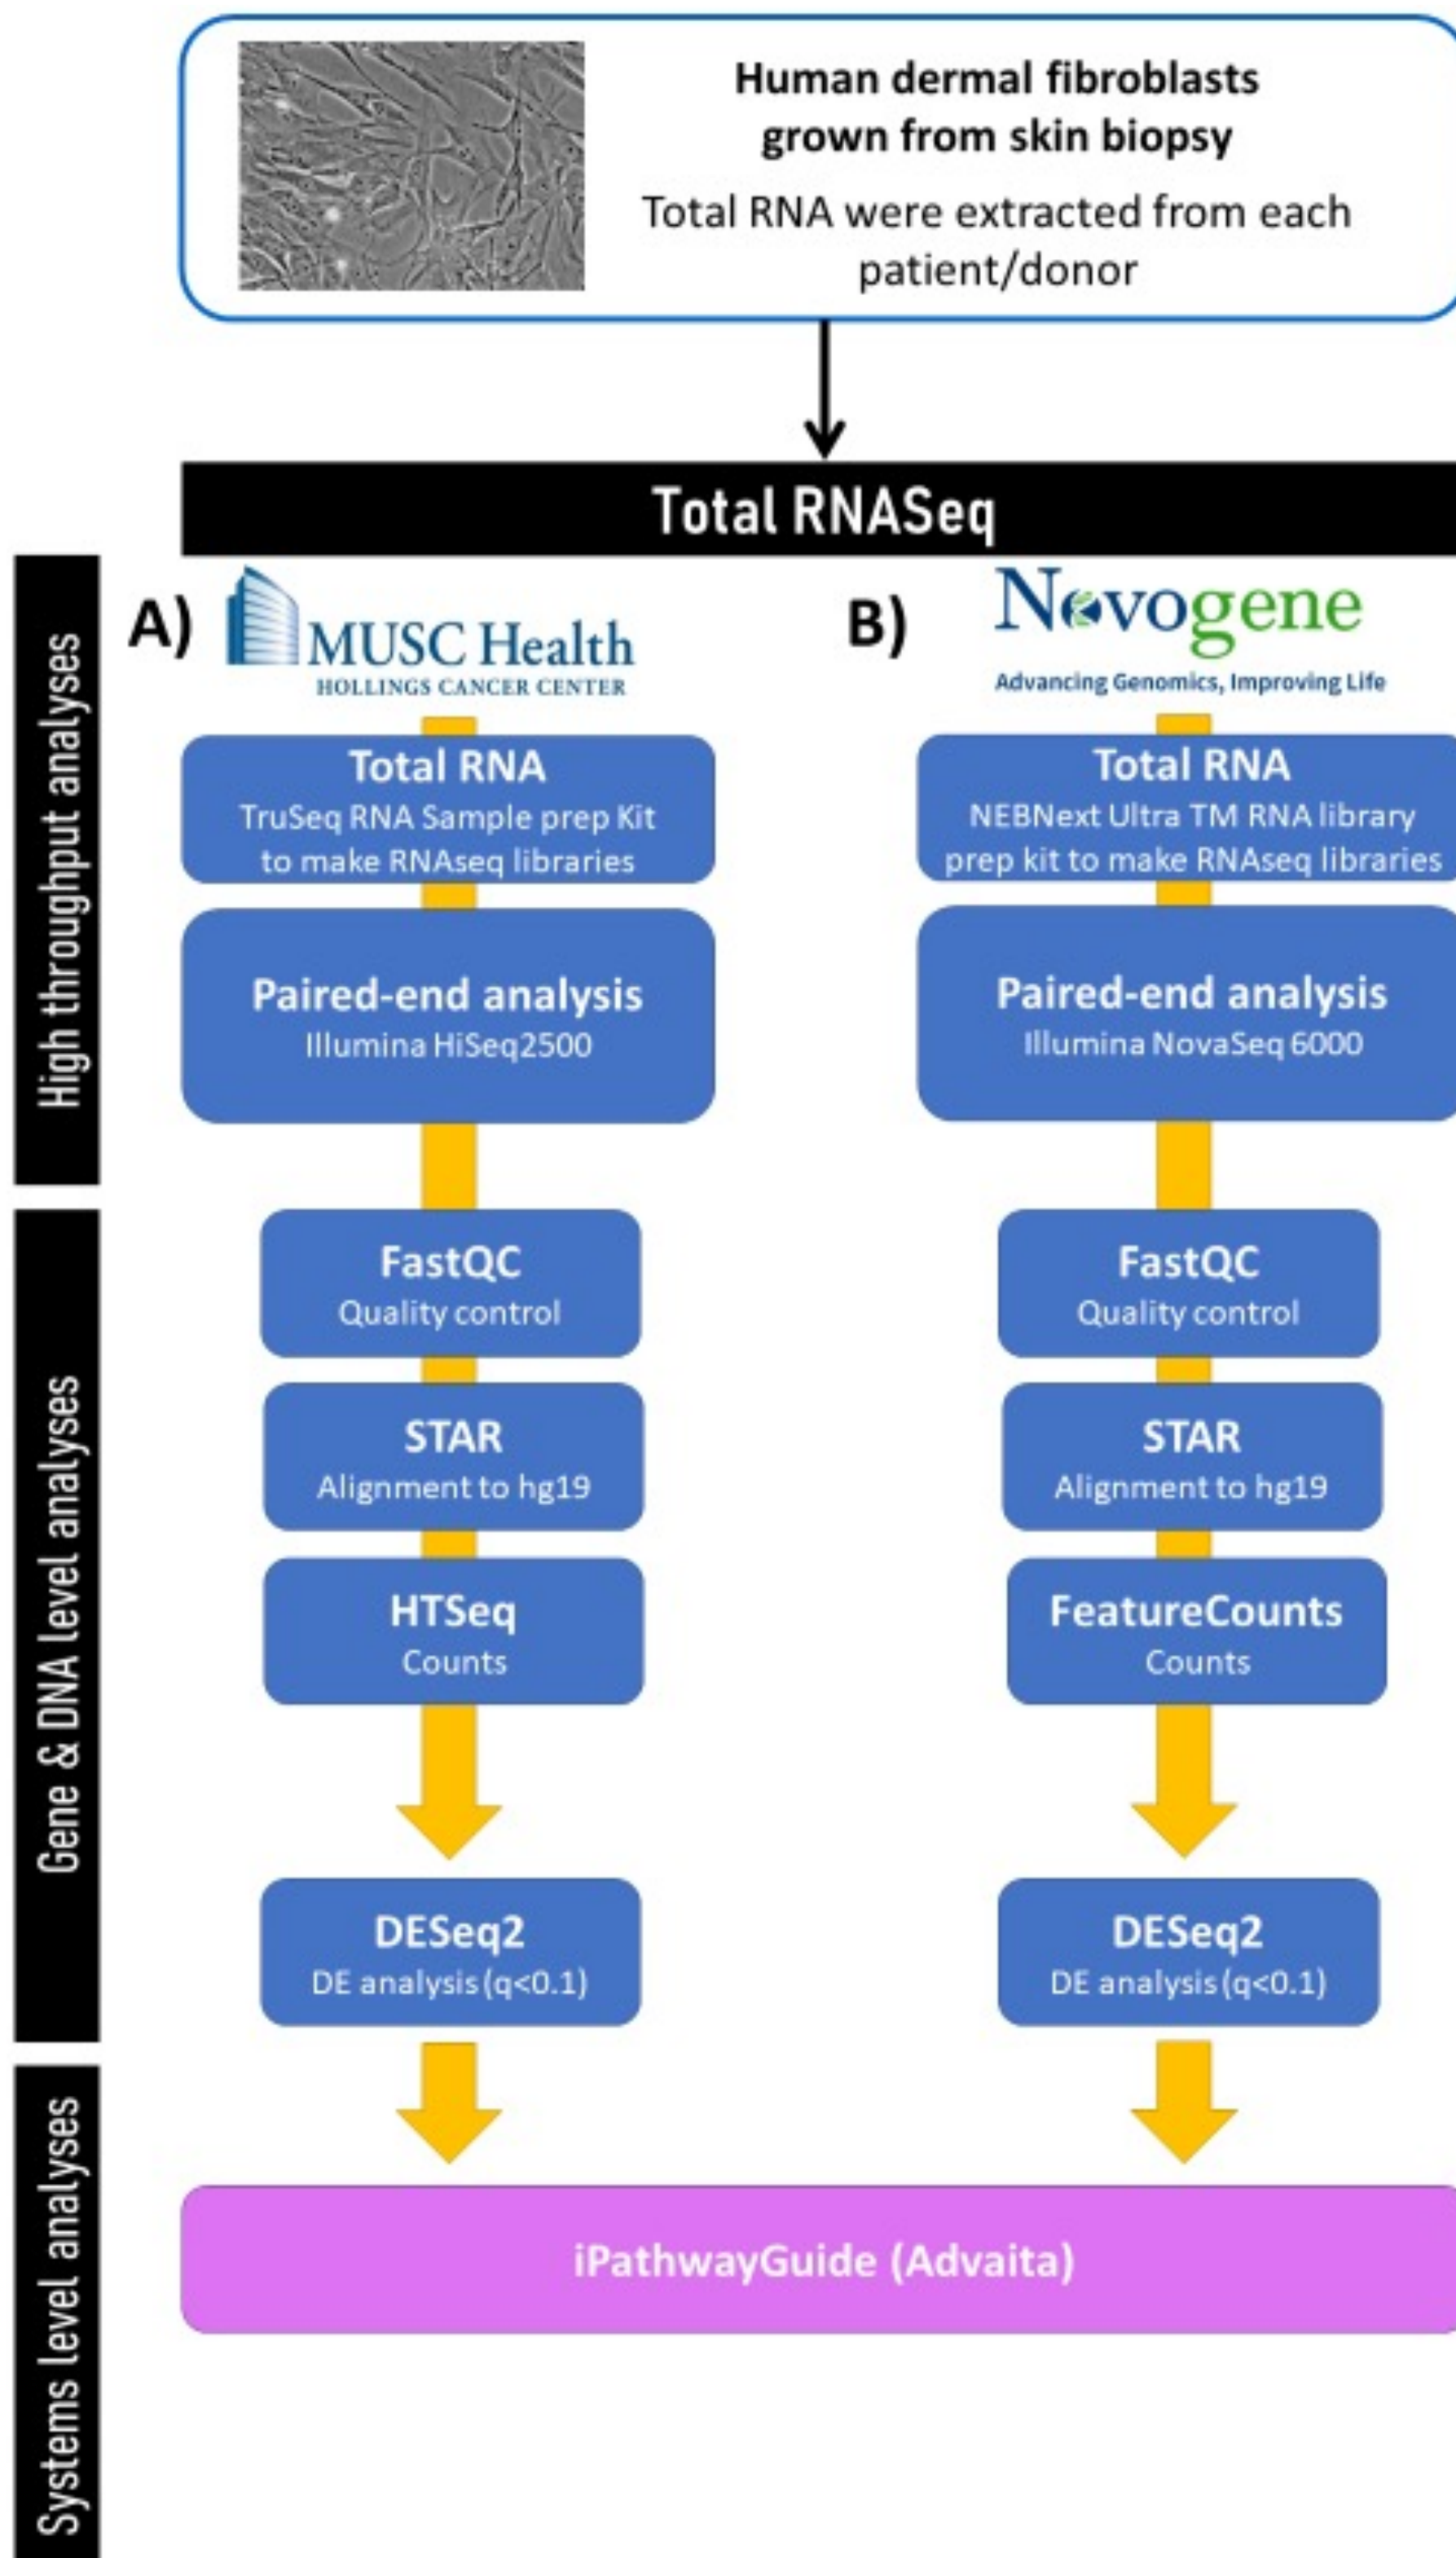

Supplementary Figure 1. The workflow pipeline for bioinformatics

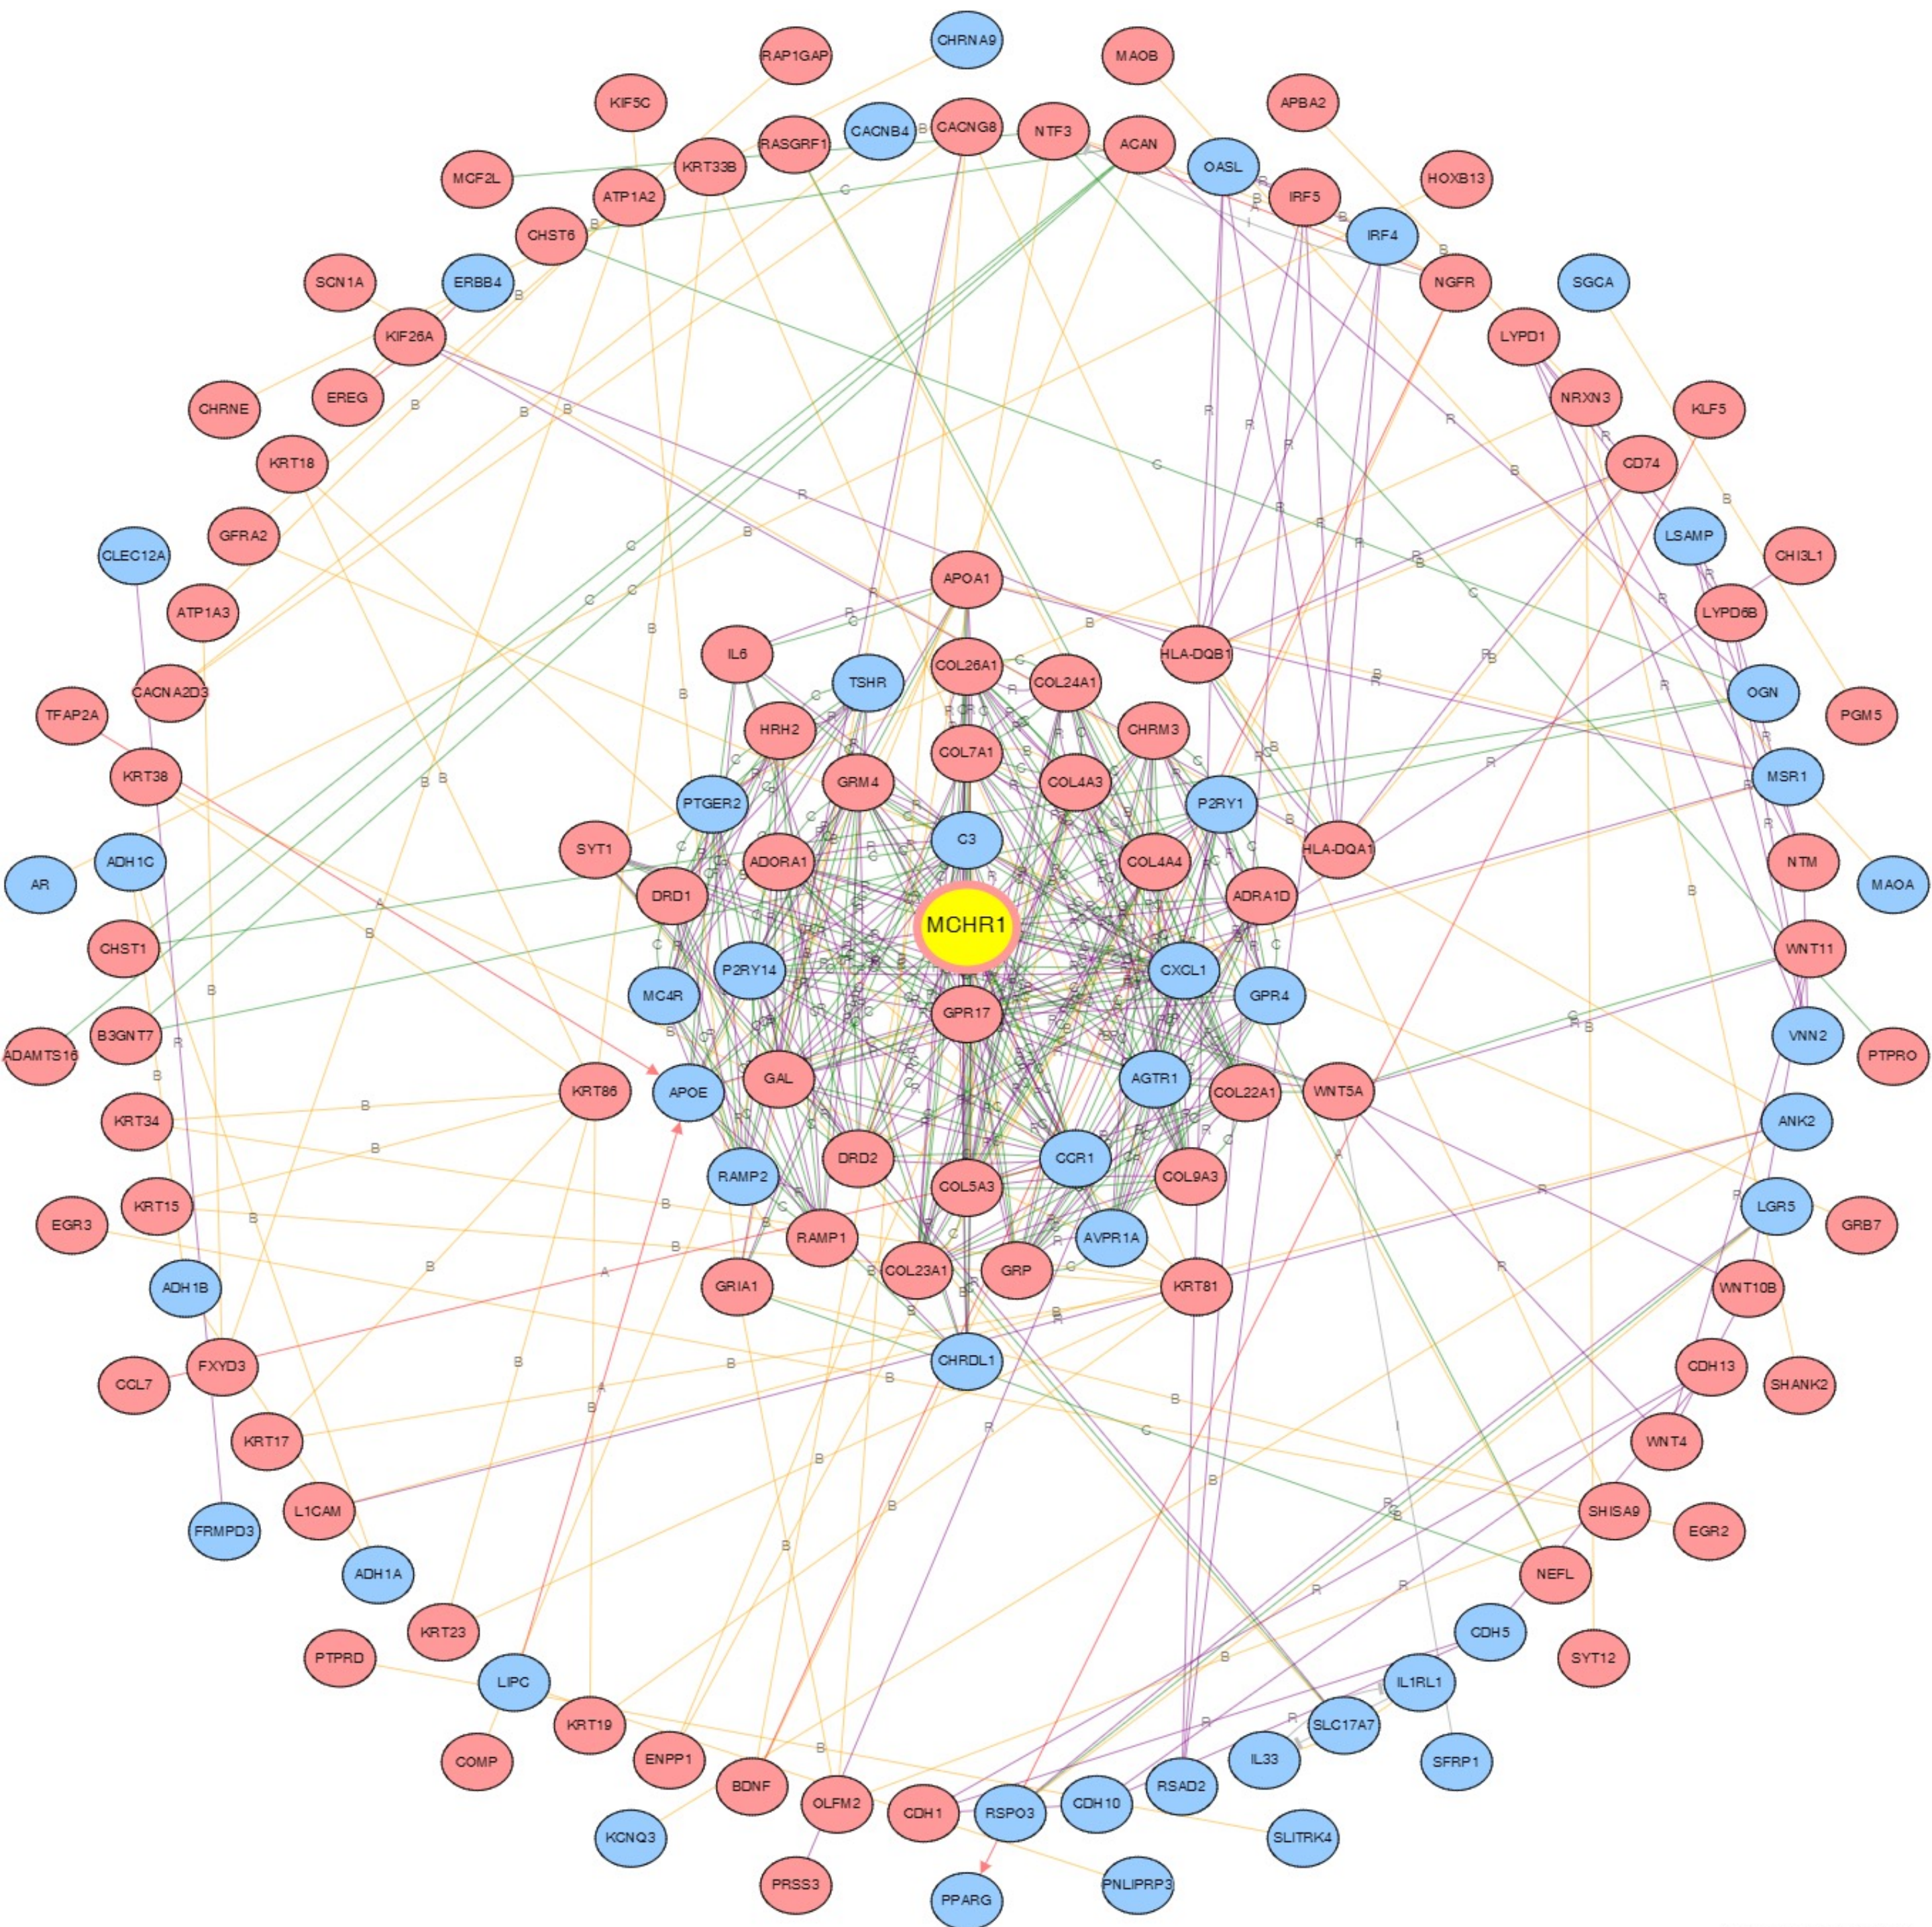

(c) Advaita Corporation 2021

**Supplementary Figure 2. The network analysis of SSc skin fibroblast RNAseq.**  
 Each node indicates the symbol of the DE gene, red; upregulated and blue; downregulated.  
 Network analysis was generated by Advaita iPathwayGuide. MCHR1 and GPR17 had the largest connection to other DE genes.

**A**

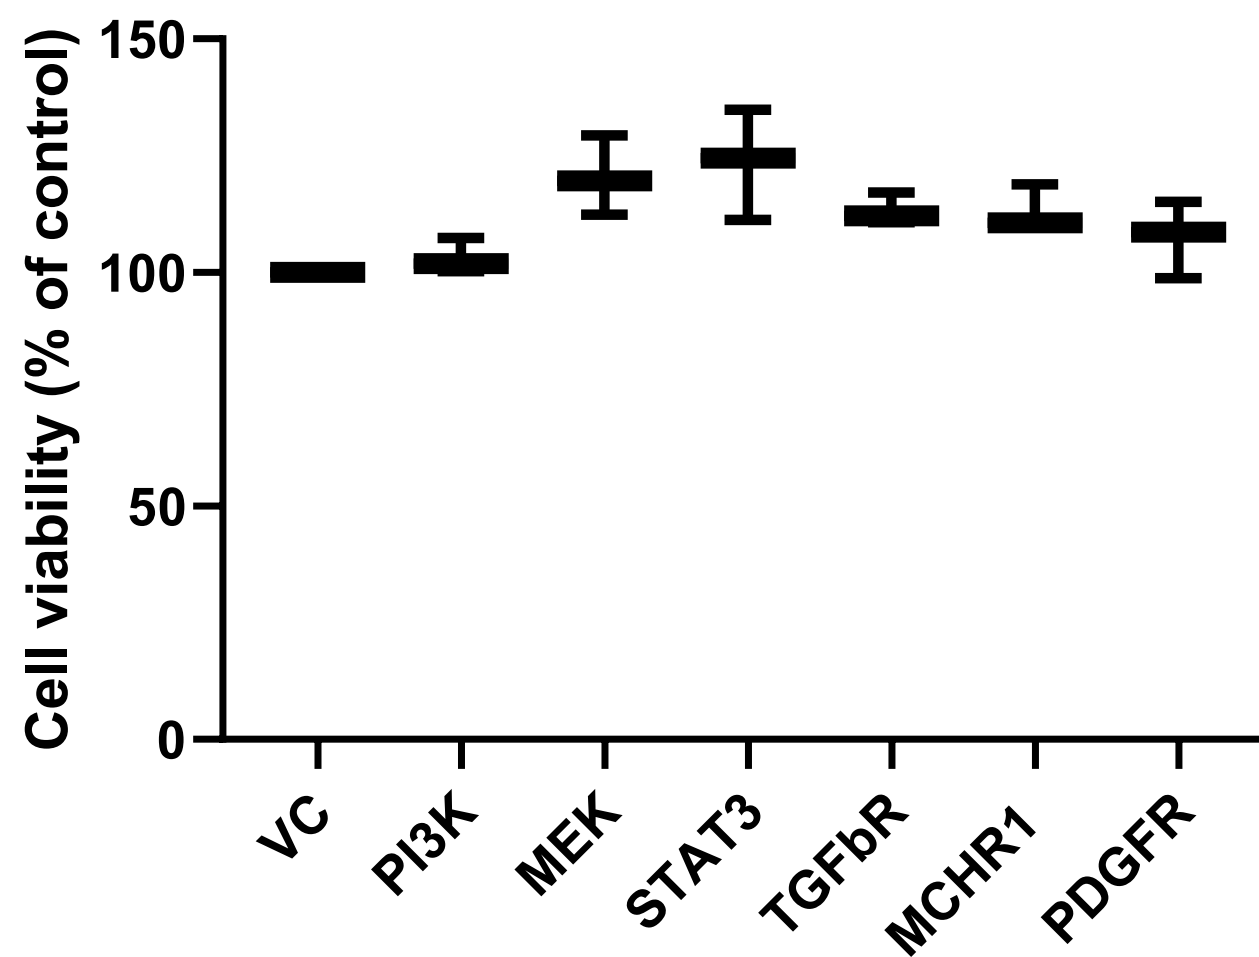

**B**

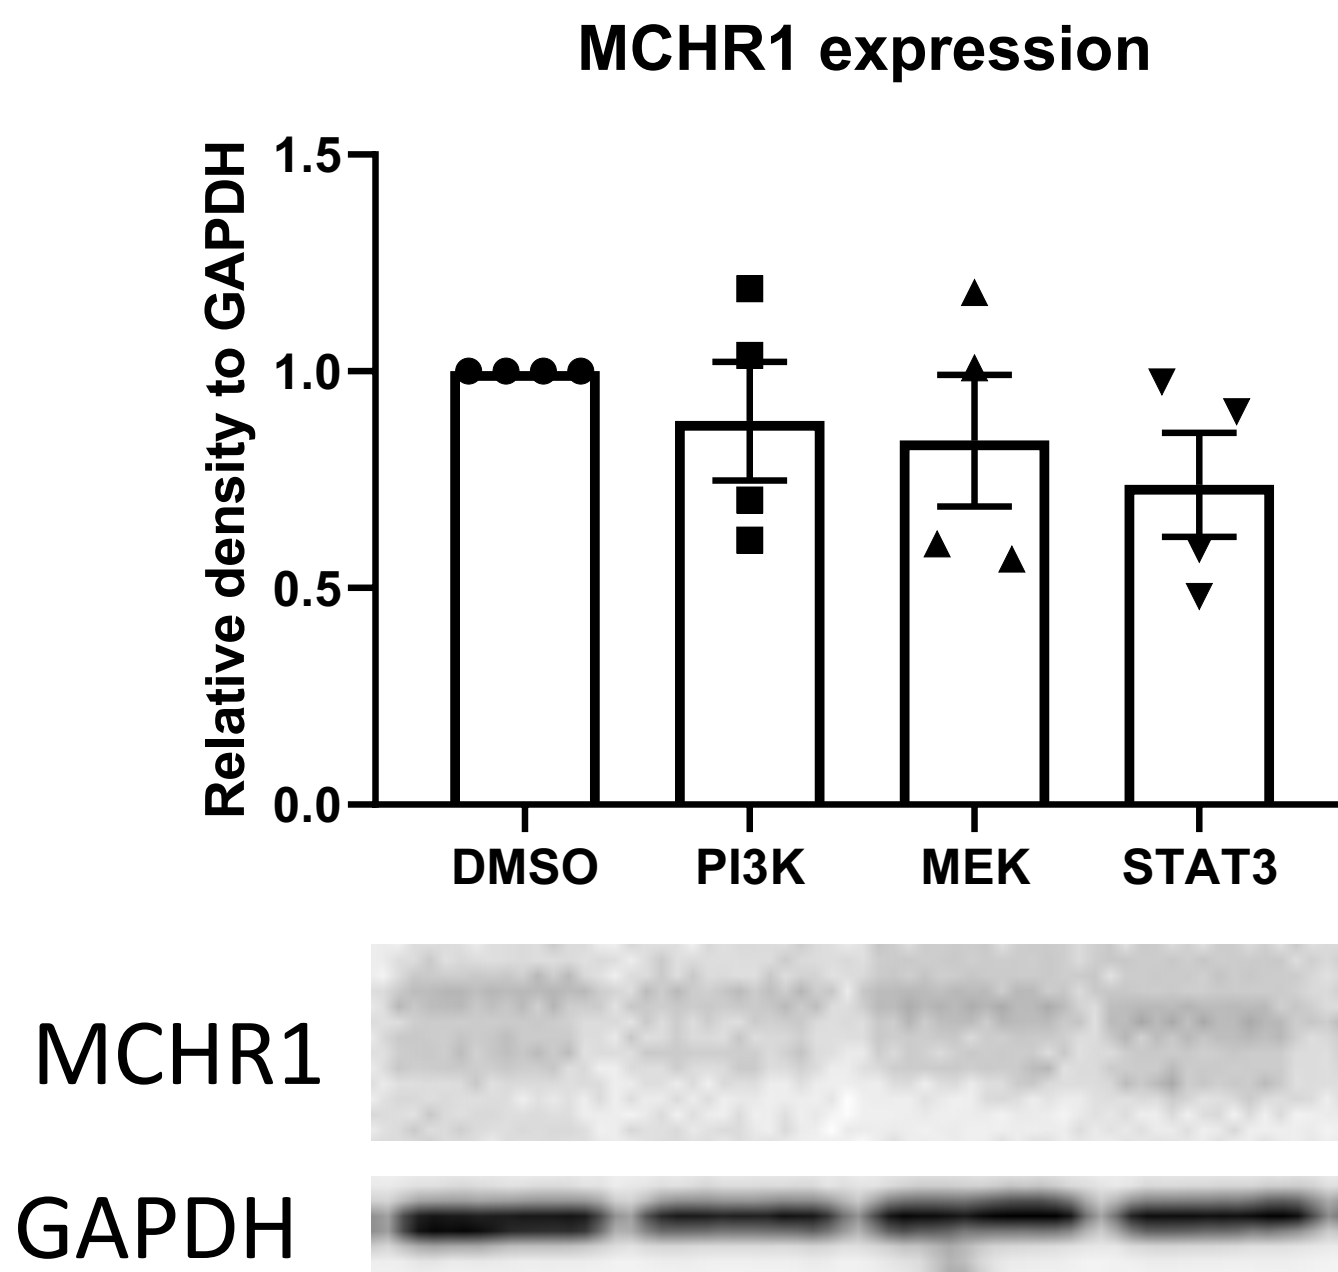

**Supplementary Figure 3. The toxicity and off-target effect of inhibitors on NHDF.**

**(A)** Cell viability was measured using cell counting kit-8. Cell viability was expressed as percentage of vehicle control. (n=4) Error bars = Min to Max. **(B)** The MCHR1 protein abundance in NHDF treated with inhibitors or DMSO for 48 hours. Representative images of immunoblotting are shown below. Protein abundance was measured using densitometry and expressed as the ratio to GAPDH (n=4). Error bars = SEM.

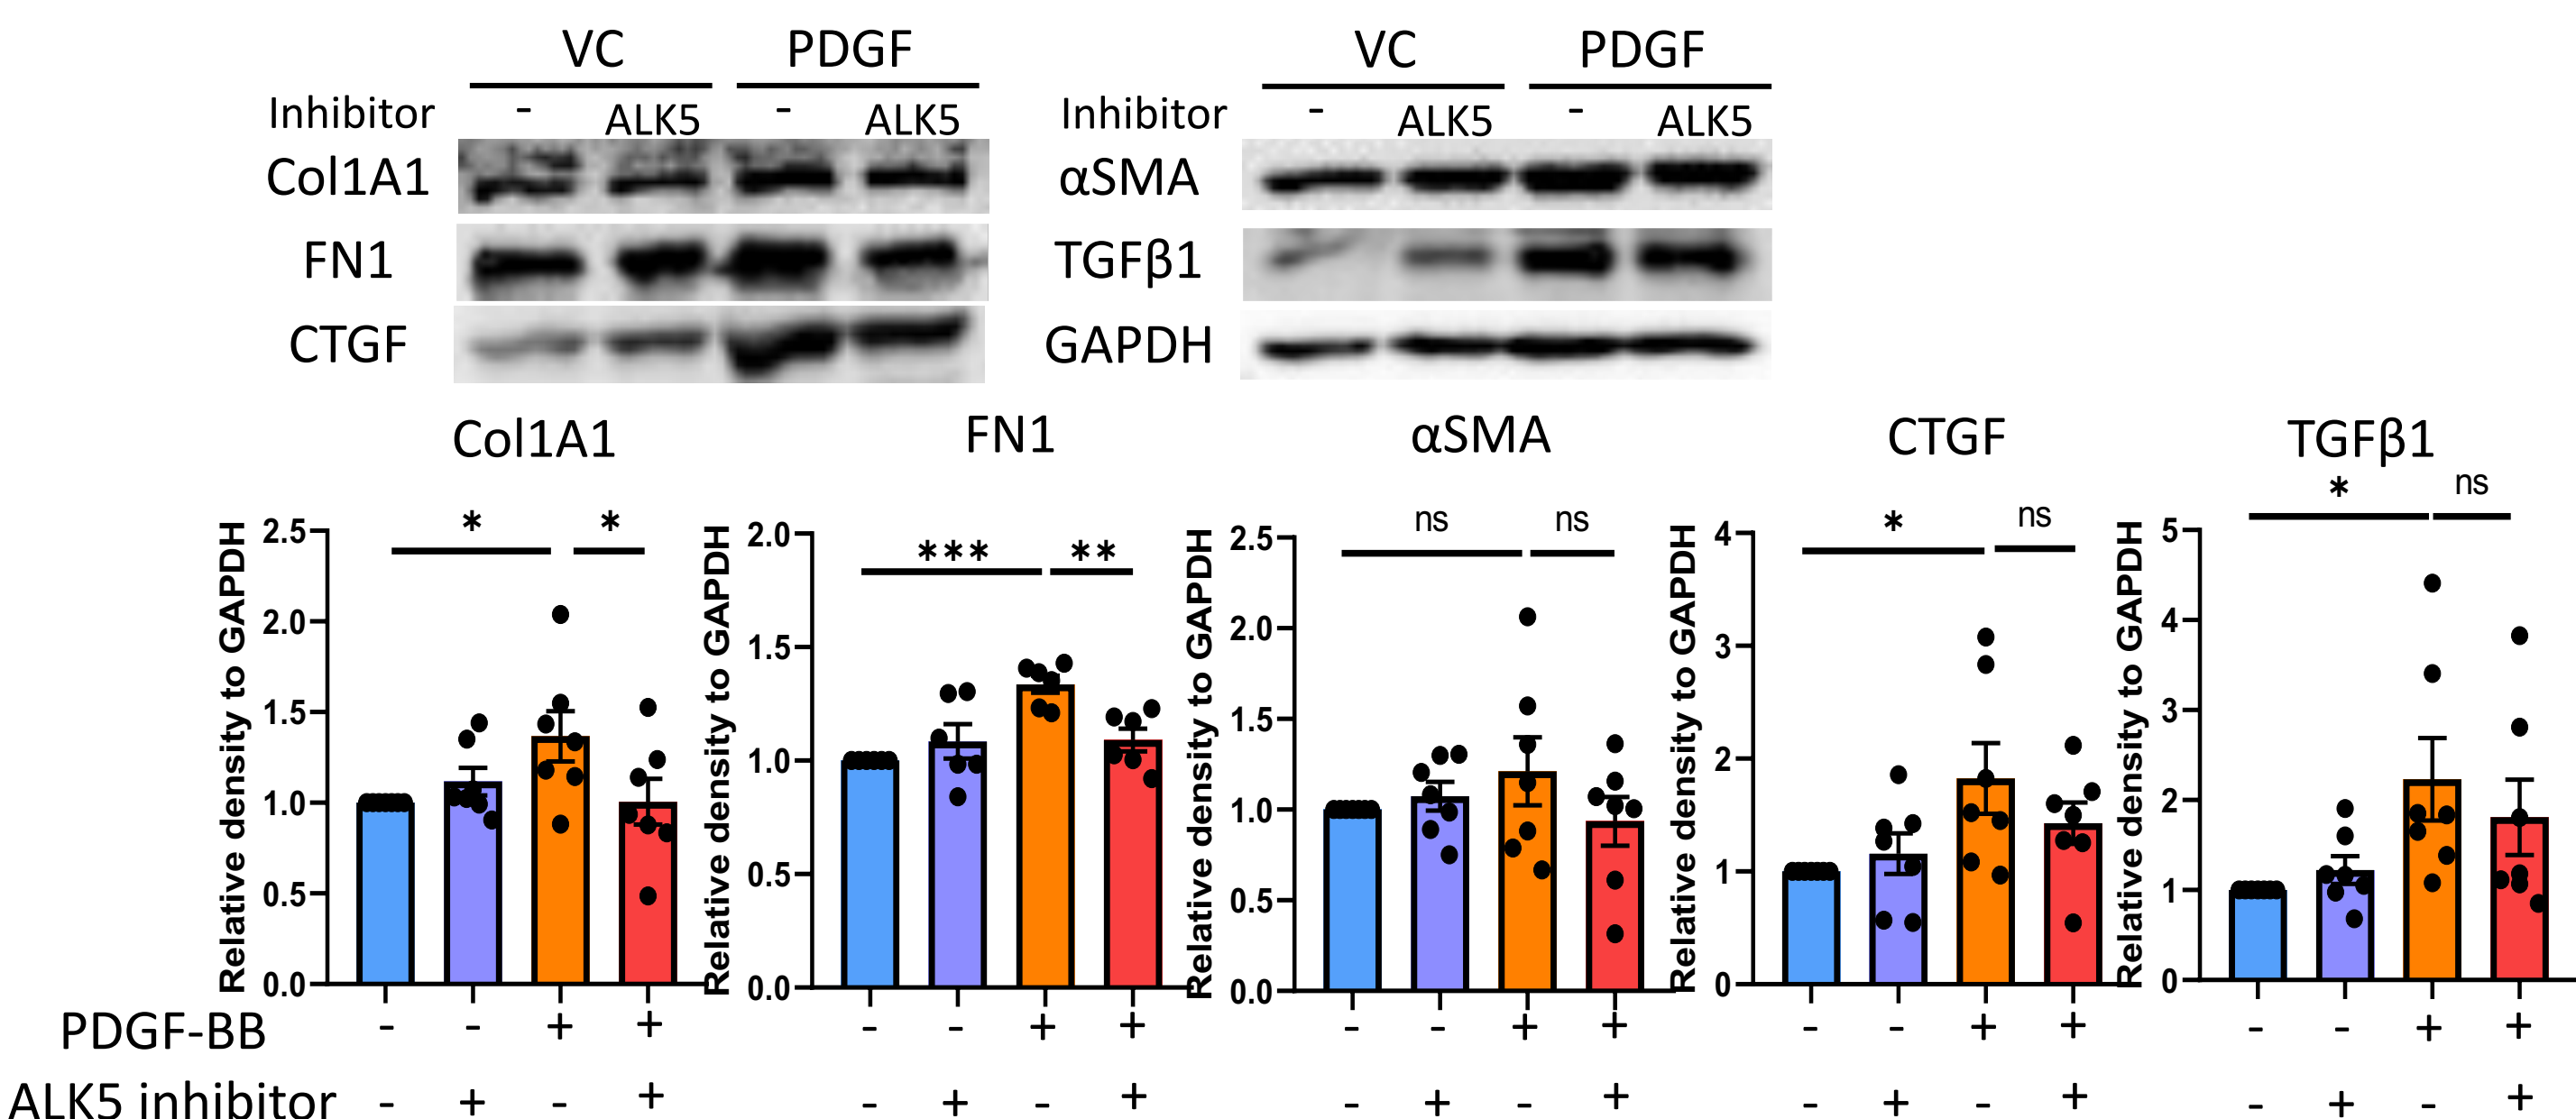

**Supplementary Figure 4. The effect of PDGF-BB on fibrotic genes in NHDF: PDGF-BB increases CTGF and TGFβ1 independently of TGFβ receptor signaling.**

NHDF were treated with 10μM of TGFβ receptor inhibitor (ALK5 inhibitor, SB431542) 1 hour prior to PDGF-BB (40ng/ml). DMSO was used as vehicle control. Cells were incubated with PDGF-BB for 48 hrs. Representative images of immunoblotting; protein abundance was measured using densitometry and expressed as the ratio to GAPDH (n=7). \*P<0.05, \*\*P<0.01, \*\*\*P<0.001, \*\*\*\*P<0.0001 using one-way ANOVA. Error bars = SEM.

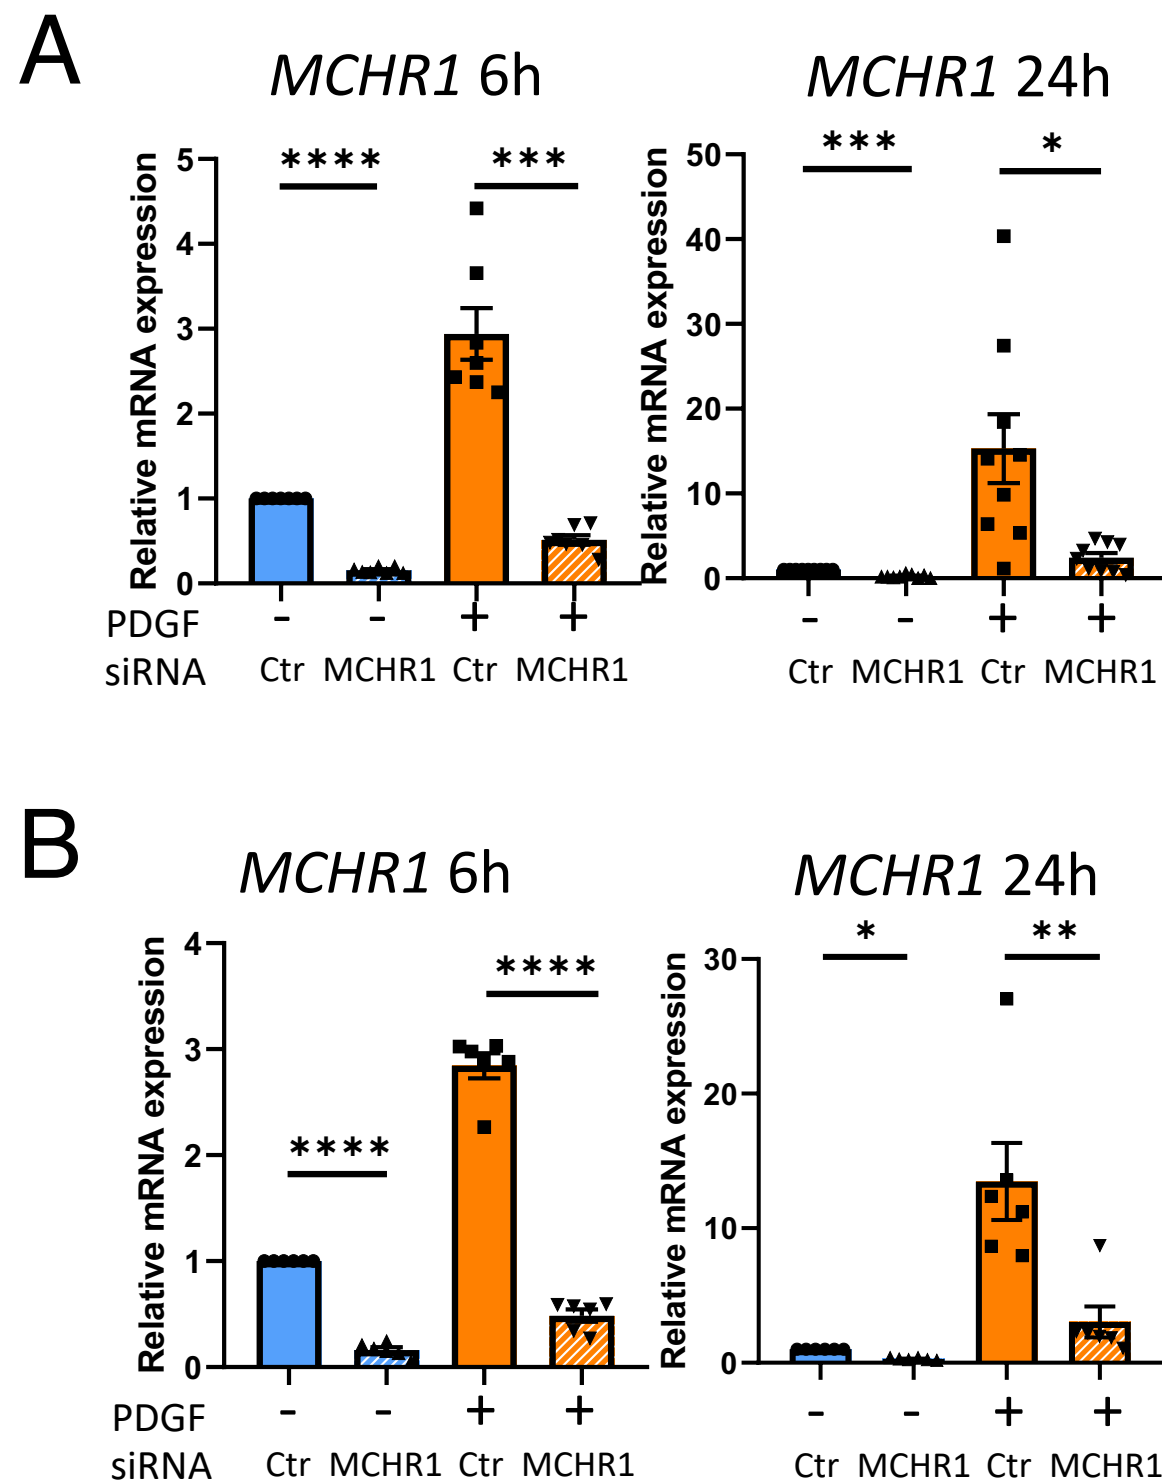

**Supplementary Figure 5. The transfection efficacy of MCHR1 siRNA in fibroblast.**

**(A)** NHDF were transfected with siRNA for 72 hrs then stimulated with PDGF-BB (40ng/ml) for 6 hrs (n=6) and 24 hrs (n=9). The relative levels of MCHR1 mRNA expression in NHDF were determined by qPCR. **(B)** SSc dermal fibroblasts were transfected with siRNA for 48 hrs then stimulated with PDGF-BB (40ng/ml) for 6 hrs (n=6) and 24 hrs (n=6). The relative levels of MCHR1 mRNA expression in SSc dermal fibroblasts were determined by qPCR. Normalized profibrotic gene expression levels in control siRNA-treated cells without PDGF-BB stimulation. \*P<0.05, \*\*P<0.01, \*\*\*\*P<0.0001, one-way ANOVA, post hoc Tukey. Error bars = SEM.

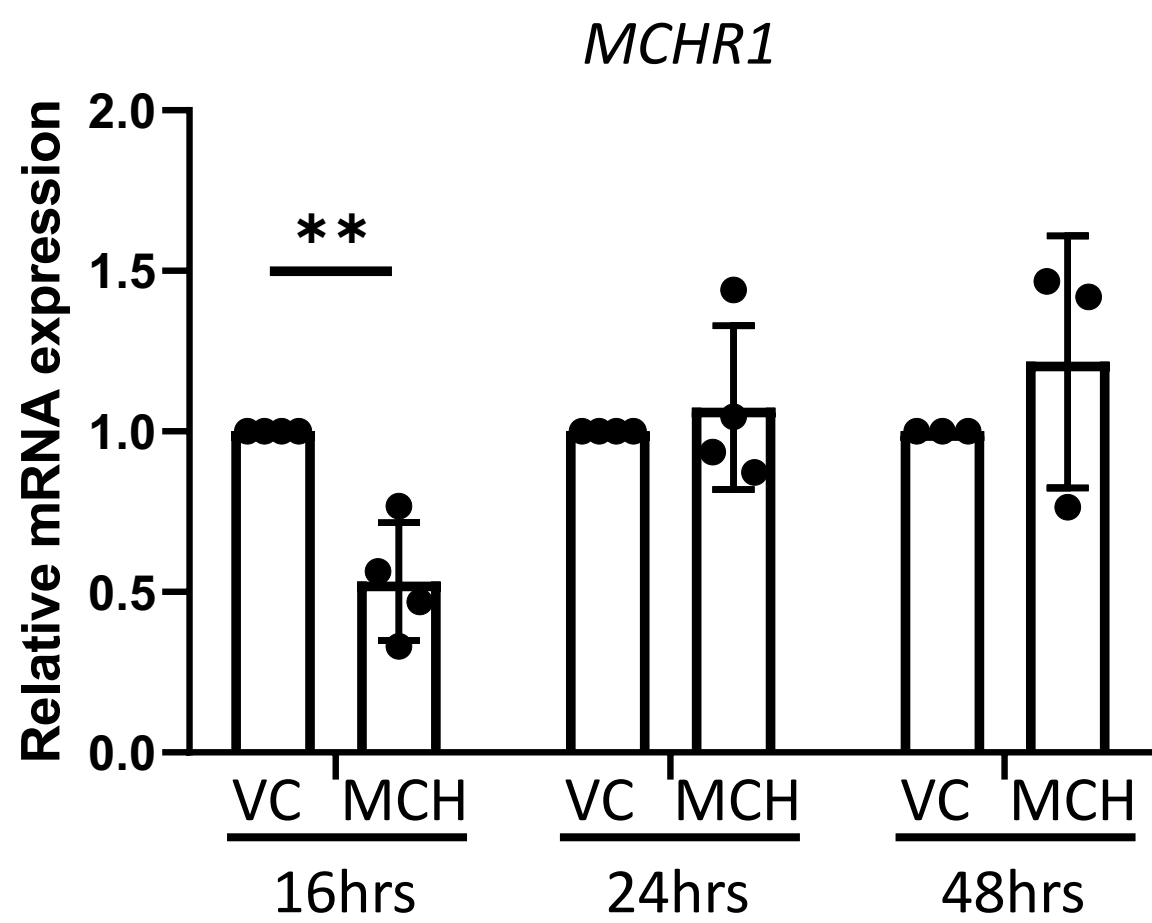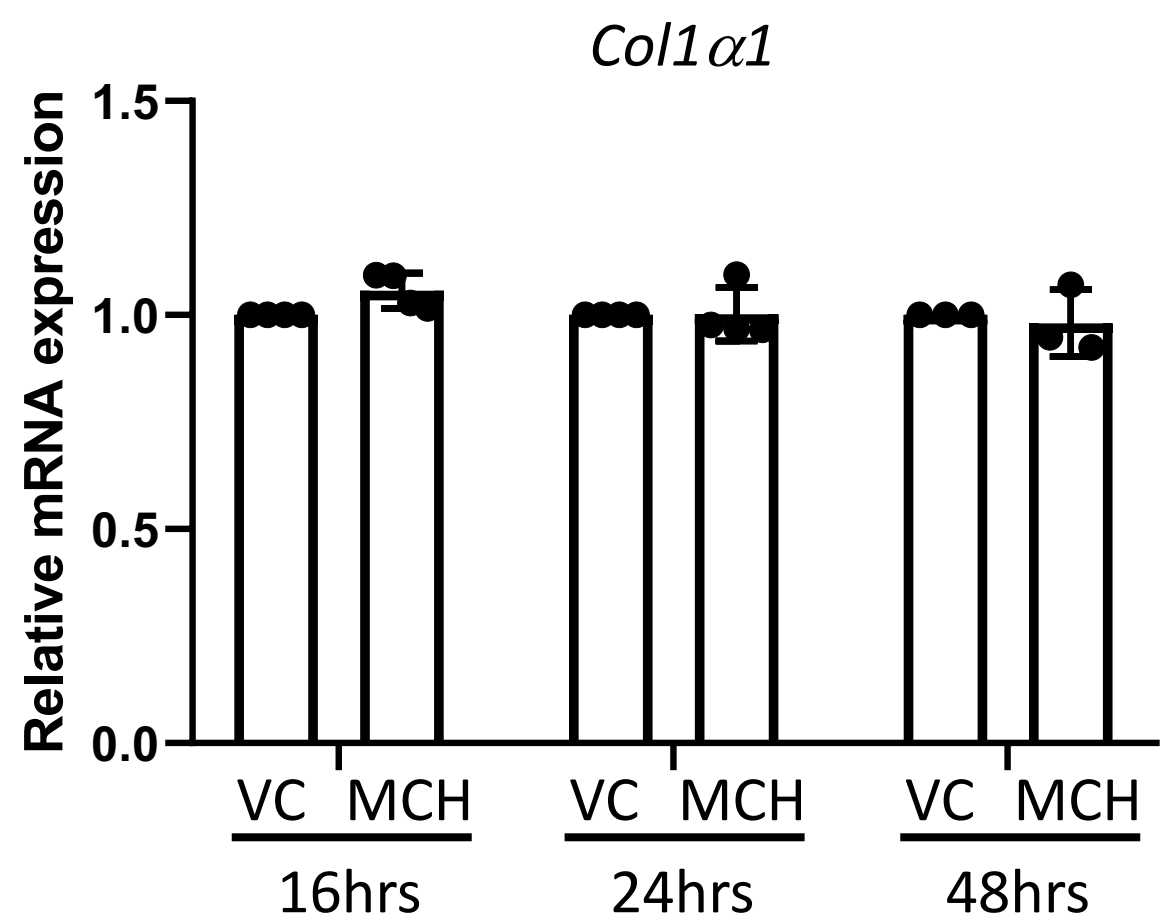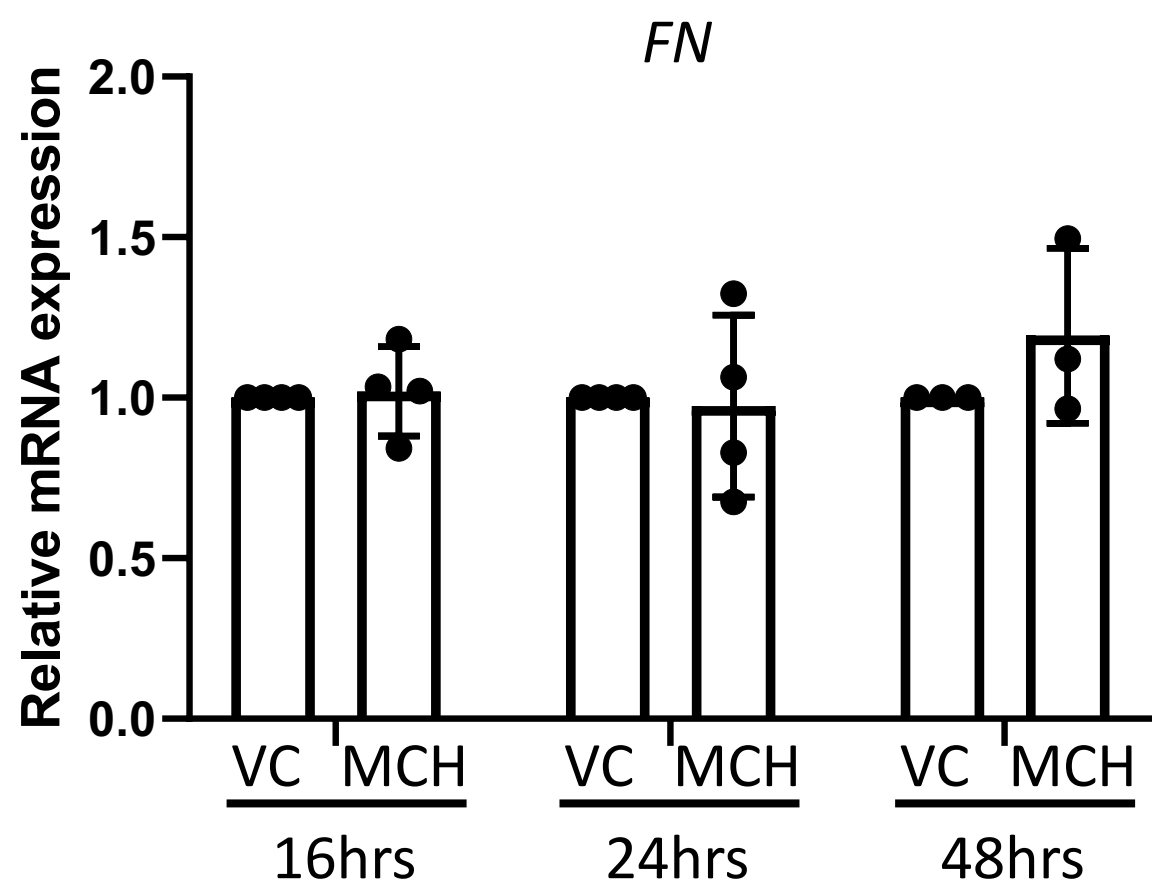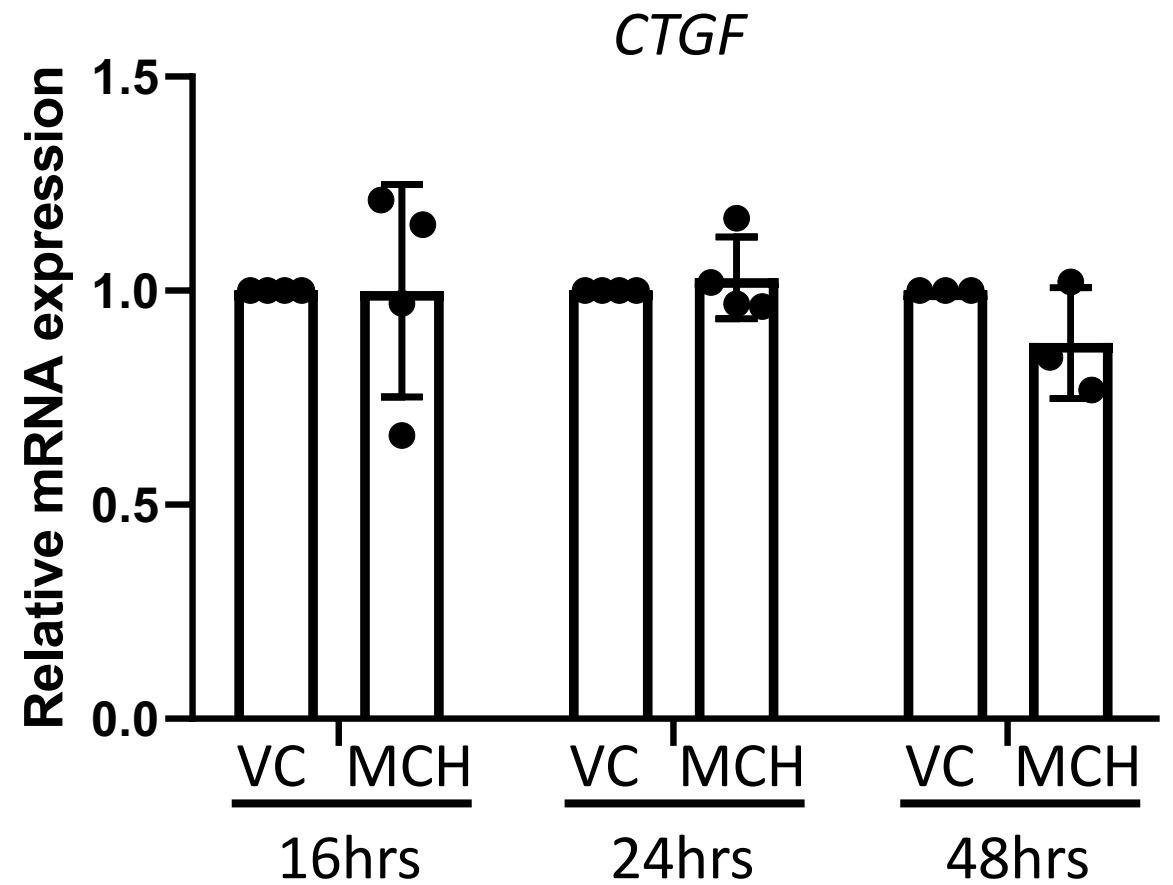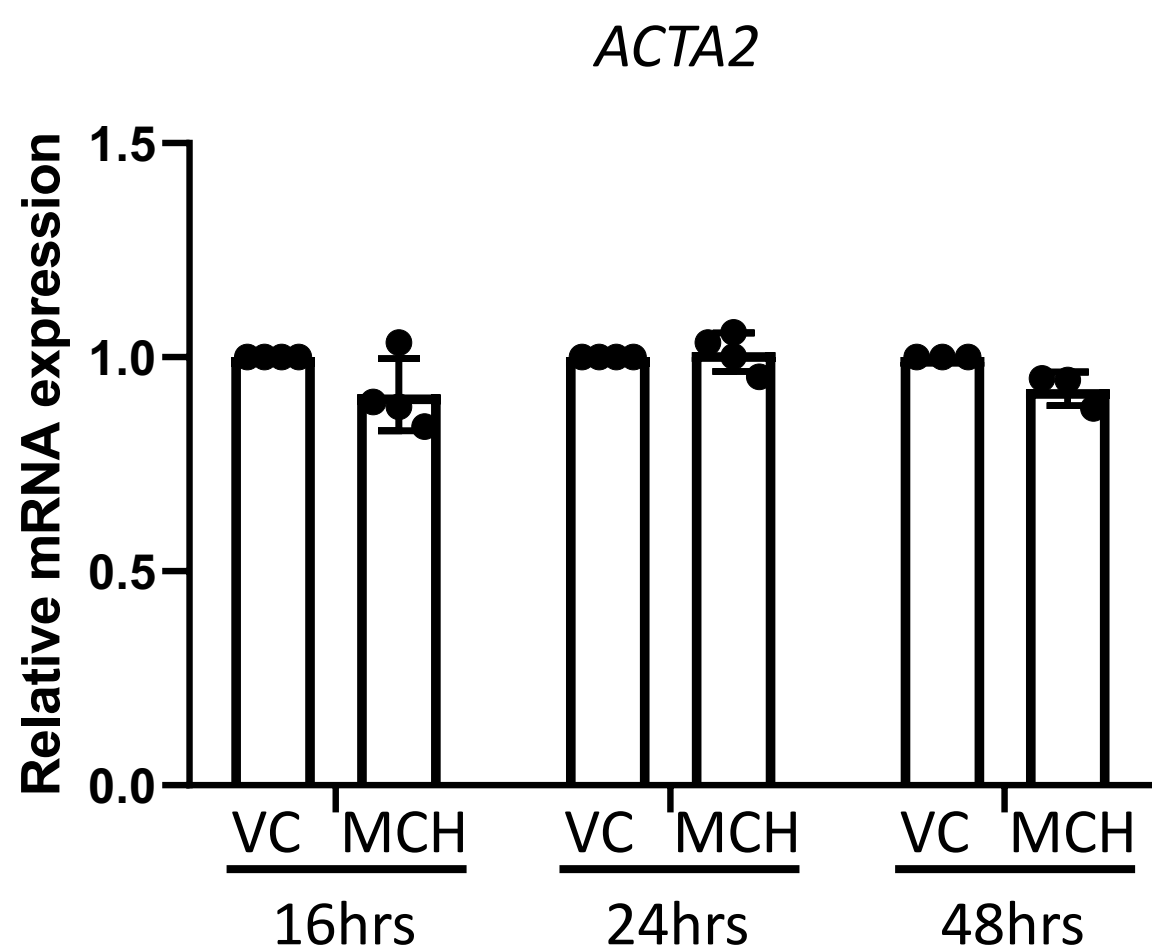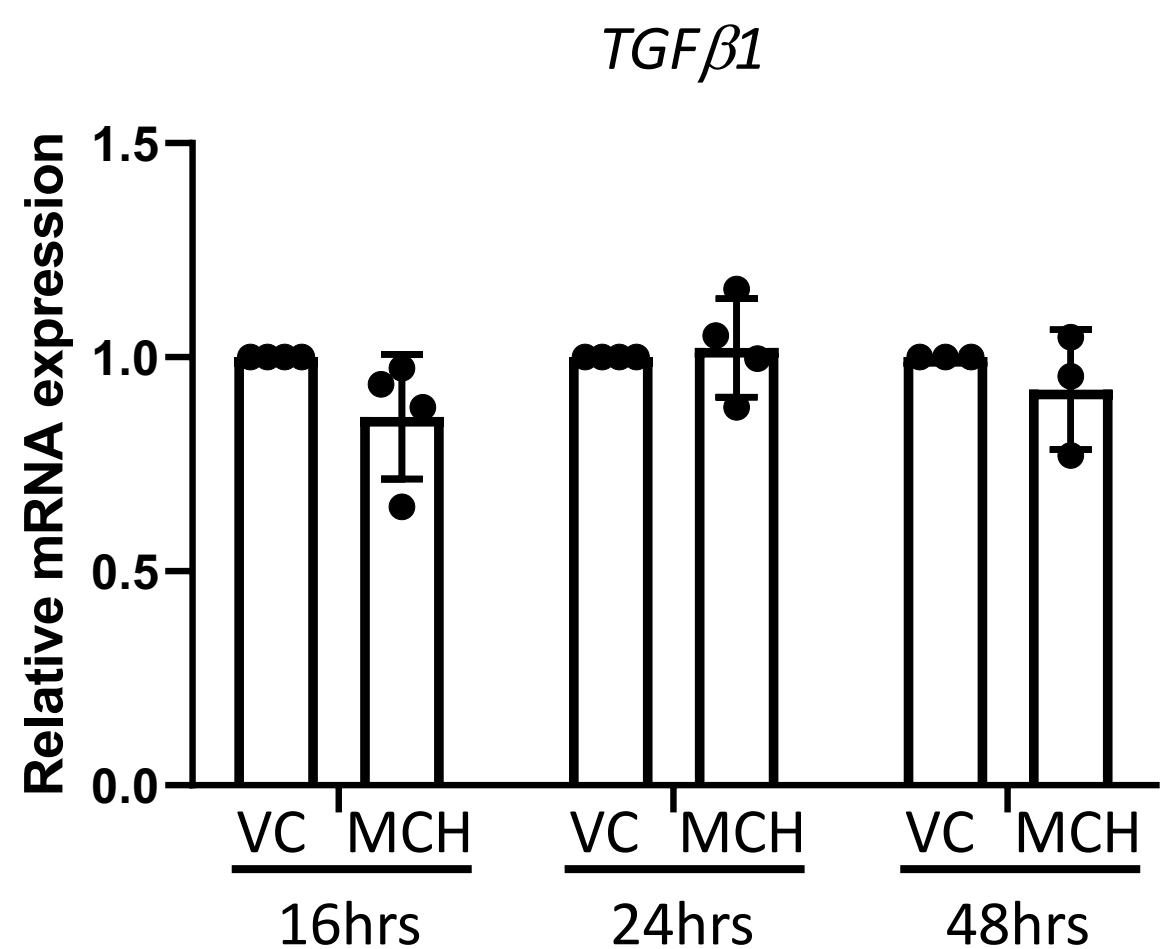

### Supplementary Figure 6. The effect of MCH on fibrotic genes in NHDF.

The gene expression of primary normal human dermal fibroblasts treated with melanin concentrating hormone (MCH) ( $10^{-7}$ M) or vehicle control (VC) at the indicated time point were shown (n=4 for 16 hrs and 24 hrs, n=3 for 48 hrs). \*\*P<0.01, multiple t-test. Error bars = SEM.

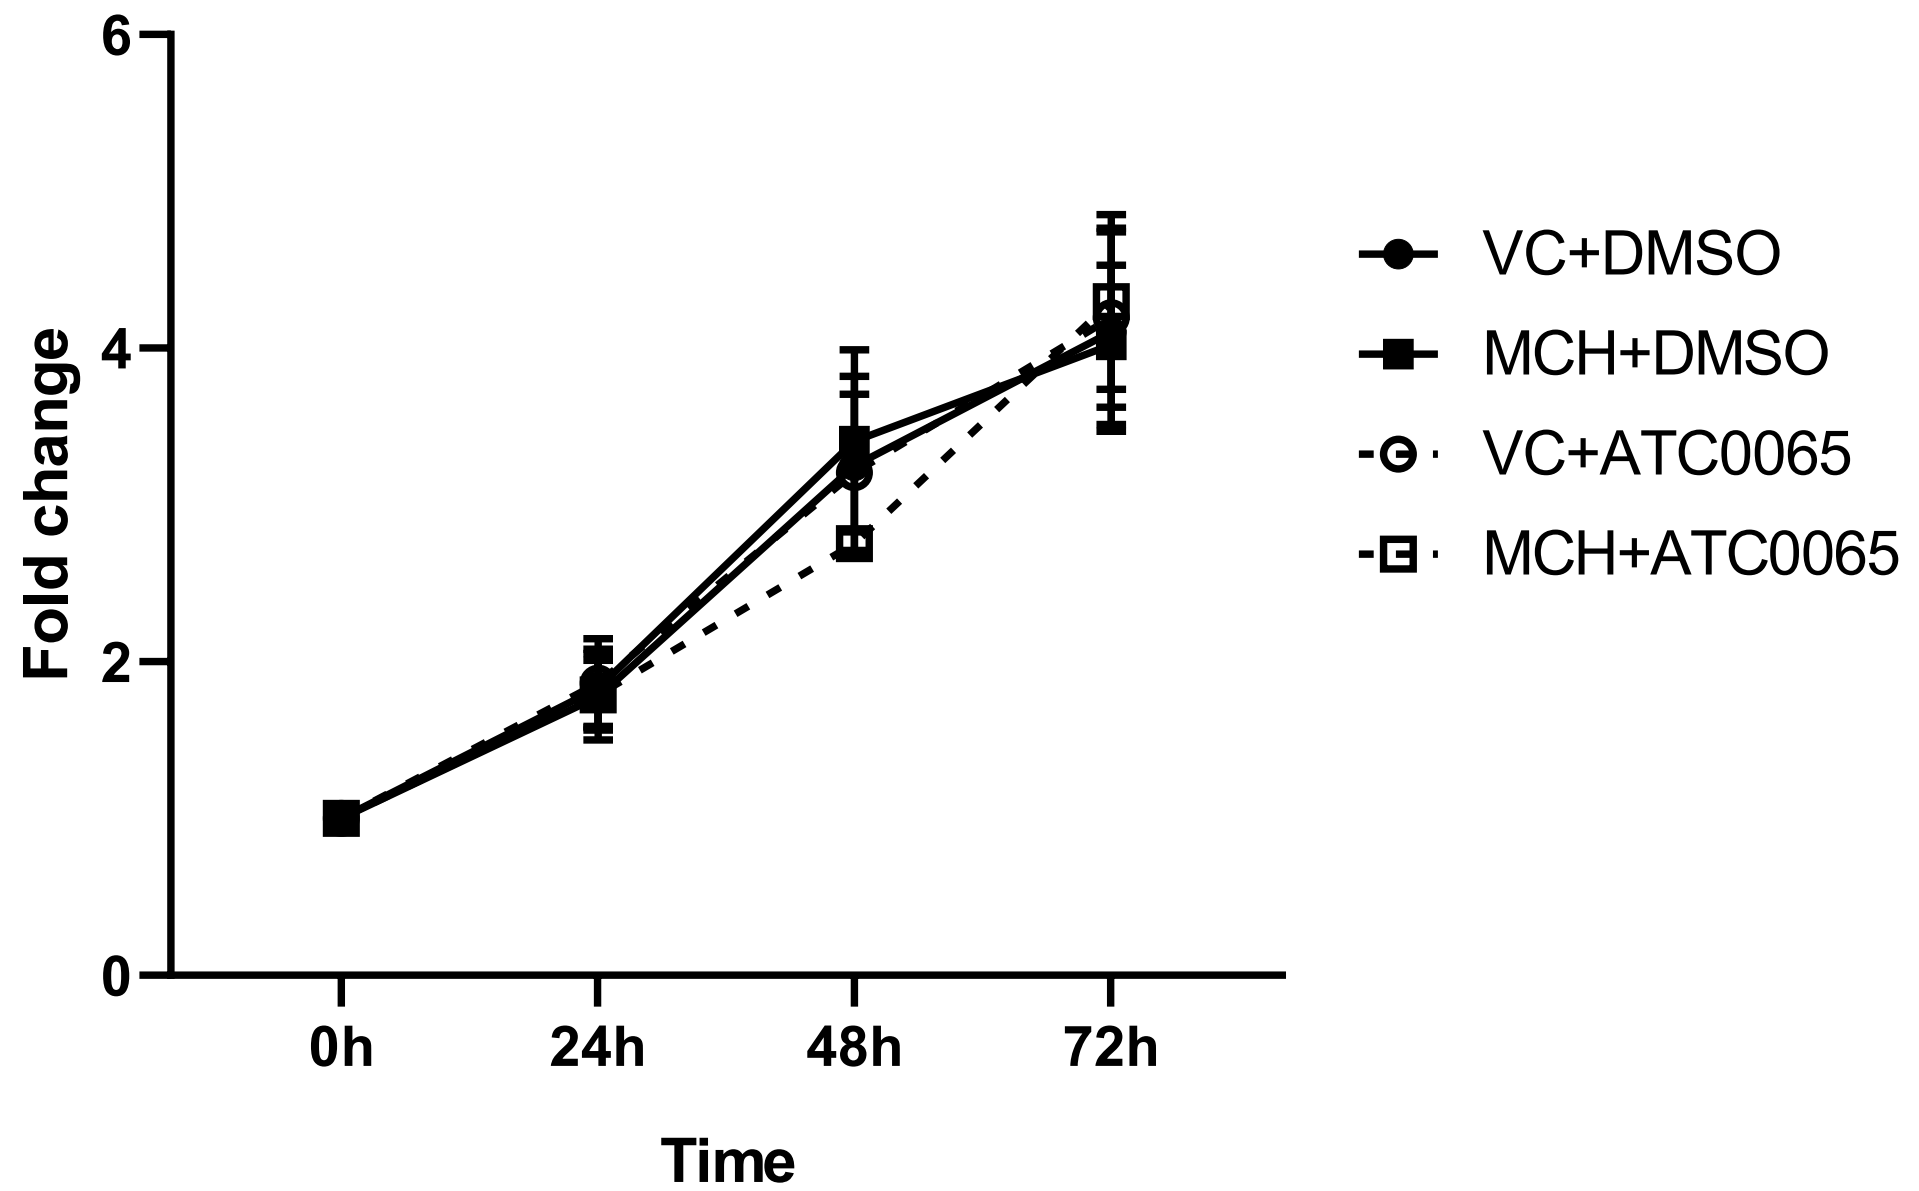

**Supplementary Figure 7. The effect of MCH on fibroblast cell proliferation.**

The cell proliferation rate in normal human dermal fibroblasts treated with 50nM of MCHR1 inhibitor (ATC0065) or DMSO as a vehicle control 1 hr prior to MCH were assessed (n=3). Normalized absorbance at 0h was arbitrarily set at 1.

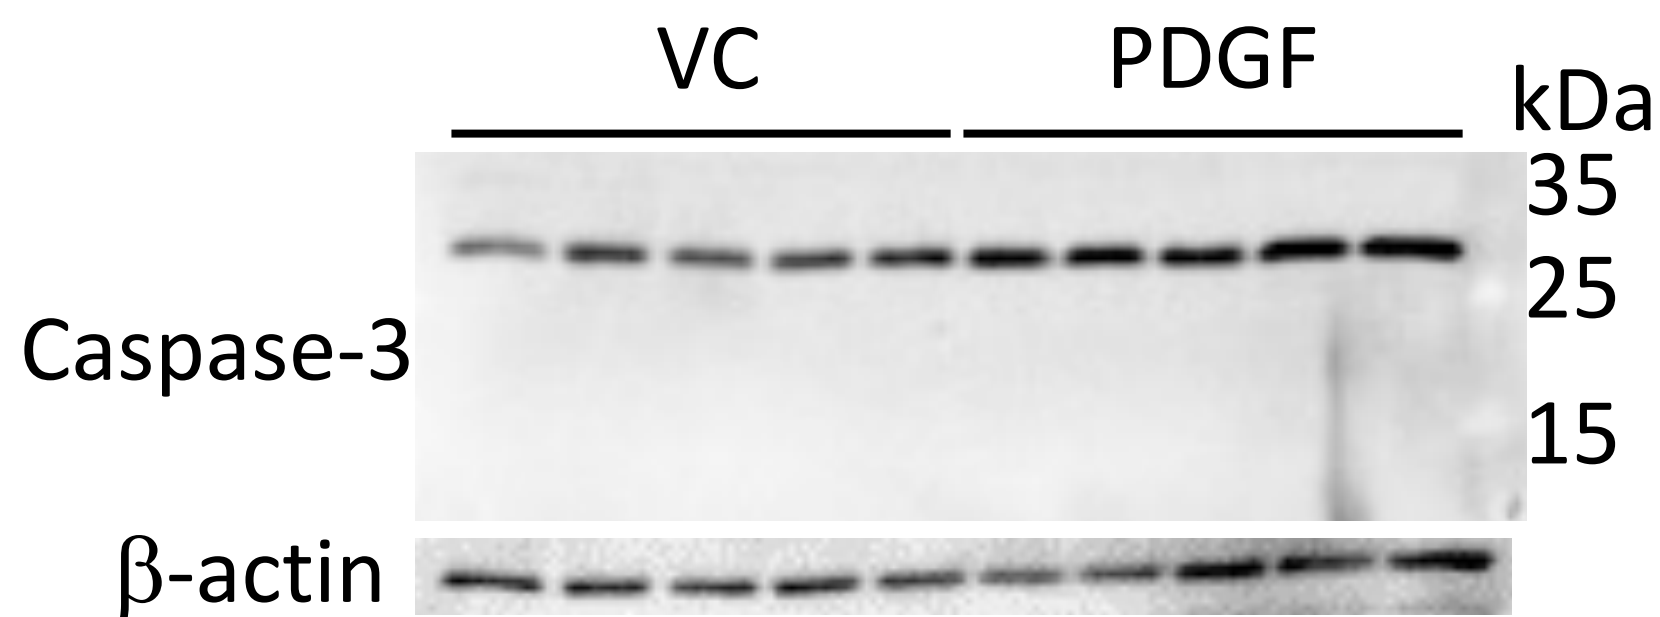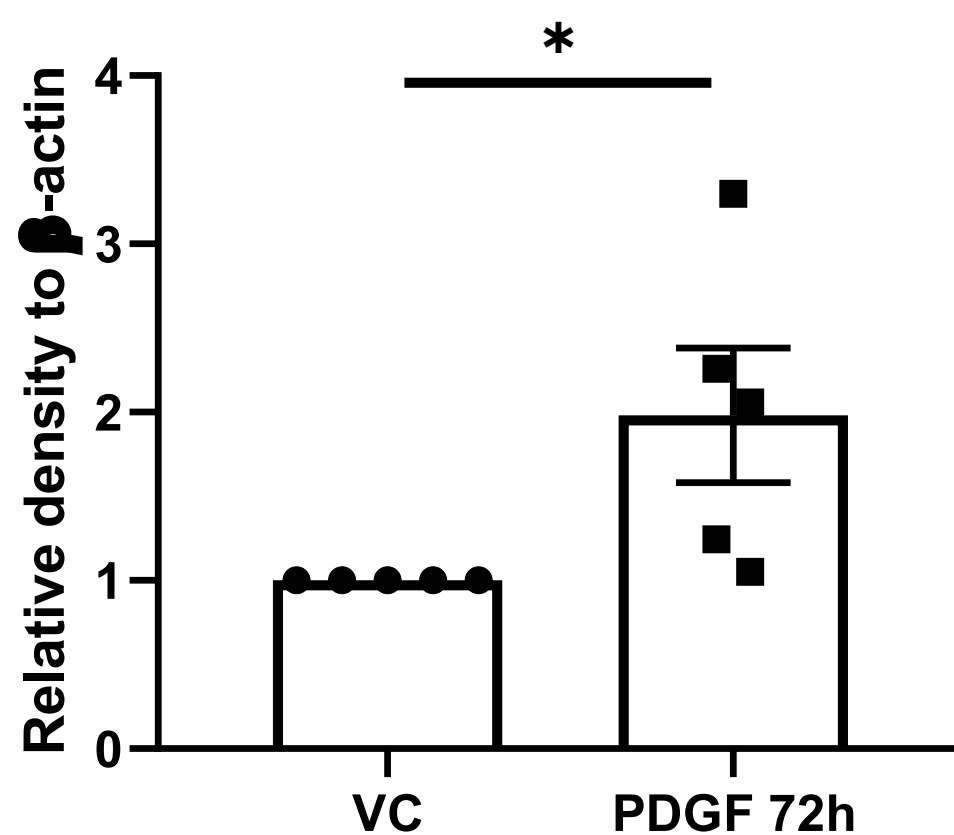

### Supplementary Figure 8. Expression of caspase-3 in PDGF-BB treated NHDF.

The cell proliferation rate in normal human dermal fibroblasts was evaluated by immunoblotting of caspase-3. NHDF were treated with 40ng/ml of PDGF-BB or Vehicle control for 72 hrs. (n=5). Normalized density levels in VC. \*P<0.05, Unpaired-t-test. Error bars = SEM.

# Supplementary material for: PDGF Promotes Dermal Fibroblast Activation via a Novel Mechanism Mediated by Signaling Through MCHR1
**Source:** Front Immunol. 2021 Nov 29;12:745308. doi: 10.3389/fimmu.2021.745308
**Supplement:** Supplementary file 2

Supplementary Tables

PDGF promotes dermal fibroblast activation via a novel mechanism mediated by signaling through MCHR1

Naoko Takamura^1^, Ludivine Renaud^1^, Willian Abraham da Silveira^2^, Carol Feghali-Bostwick^1*^

**Supplementary Table 1: Characteristics of Discordant twin pairs for SSc and early diffuse SSc.** Characteristics of the twin pairs discordant for SSc used for the RNA sequencing. This study recruited 15 twin pairs and 8 early diffuse SSc patients, all females. SSc: systemic sclerosis; MZ: monozygotic; DZ: dizygotic; ACA: anticentromere; RNA pol: anti–RNA polymerases; ATA: anti–topoisomerase I; U1: anti–U1 RNP; U3: anti–U3 RNP; PL-7: anti-PL-7; PM-Scl: anti-PM-Scl; Unknown: autoantibodies did not recognize known autoantigens; JT: joint or tendon; GI: gastrointestinal; DU: digital ulcers; LN: lung; RN: renal; yrs: years; yo: year old.

The twin pairs discordant for SSc

Early dcSSc patients

Supplementary Table 2: List of reagents. All reagents used in this study for specific applications are listed below, including gain and loss of function studies and Western blot analysis (WB).

| **Reagent - company name** | **Application** | **Catalog #** |
| --- | --- | --- |
| Recombinant Human PDGF-BB –R&D | Cell culture, used at 40ng/ml | 220-BB |
| Recombinant Melanin concentrating hormone - TOCRIS | Cell culture, used at 100nM | 3806 |
| PI3K inhibitor - LY294002 – Cell signaling | Cell culture, used at 10µM | 9901 |
| MEK inhibitor – U0126 – Cell signaling | Cell culture, used at 10µM | 9903 |
| Stat3 inhibitor V, stattic - Santa Cruz | Cell culture, used at 5µM | sc-202818 |
| ALK4/5/7 inhibitor - SB431542 - Sigma | Cell culture, used at 10µM | S4317 |
| PDGF receptor inhibitor- CP 673,451- Cayman chemical | Cell culture, used at 100nM | 19170 |
| MCHR1 inhibitor -ATC0065-Santa Cruz | Cell culture, used at 50nM | sc-358785 |
| MCHR1 siRNA - Dharmacon | Loss of function in NHDF transfected for 6 and 24hrs | L-005559-00-0005 |
| Non-targeting Control siRNA - Dharmacon | Loss of function in NHDF transfected for 6 and 24hrs | D-001810-10-05 |
| Antibody MCHR1 mouse monoclonal - R&D | WB 1:1000 | MAB79381 |
| Antibody COL1A1 mouse monoclonal – Cedarlane | WB 1:1000 | sc-293182 |
| Antibody FN/FN1 mouse monoclonal - Santa Cruz | WB 1:5000 | sc-8422 |
| Antibody αSMA rabbit polyclonal - Abcam | WB 1:1000 | ab5694 |
| Antibody CTGF mouse monoclonal - Santa Cruz | WB lysate 1:1000 | sc-365970 |
| Antibody CTGF goat polyclonal - Santa Cruz | WB sup 1:1000 | sc-14939 |
| Antibody GAPDH mouse monoclonal - Santa Cruz | WB 1:5000 | sc-47724 |
| Antibody Caspase-3 rabbit polyclonal – Cell signaling | WB 1:1000 | 9662 |
| Mouse; Anti-Mouse IgG (H+L), HRP Conjugate - Promega | WB 1:5000 | W402B |
| Rabbit; Rabbit IgG HRP Linked Whole Ab - GE Healthcare | WB 1:5000 | NA934 |
| Mouse; Anti-Goat IgG HRP - Santa Cruz | WB 1:5000 | sc-2354 |
| Recombinant Human MCHR1 -Abnova | Western Ligand Blot | H00002847-G01 |
| Biotinylated PDGF-BB –R&D | Western Ligand Blot 0.2ug/ml | BT220-010 |
| Streptavidin-HRP - Invitrogen | Western Ligand Blot 1:5000 | 434323 |
| Recombinant Human PDGF-BB – Sigma-Aldrich | SPR assay | GF149 |
| Recombinant Human MCHR1 GST-tagged -Abnova | SPR assay | H00002847-P01 |

**Supplementary Table 3:** **Gene primers.** List of human primers for genes of interest quantified by qRT-PCR in this study. All reagents are from Thermo Fisher Scientific unless stated otherwise in the table.

| **Primer** | **Species** | **Catalog #** |
| --- | --- | --- |
| ACTA2 | Human | Hs00426835_g1 |
| B2M | Human | Hs00187842_m1 |
| COL1A1 | Human | Hs00164004_m1 |
| CTGF | Human | Hs01026927_g1 |
| FN1 | Human | Hs00365052_m1 |
| MCHR1 | Human | Hs03044476_m1 |
| TGFβ1 | Human | Hs00998133_m1 |

**Supplementary Table 4: The network analysis of DE Genes in dermal SSc fibroblasts.** Table is sorted based on Centrality degree. Top 50 genes were shown. DE; differentially expressed.

How the deposited data were processed for this re-analysis (not part of the article)

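RNA was measured in 12 libraries of NHDF, 3 in each of the groups siCtr VC, siCtr PDGF-BB, siMCHR1 VC and siMCHR1 PDGF-BB. Samples were mapped to groups by their labels, which name the transfection and the treatment, and the paper names the same 4 groups. The authors made counts per gene by trimming with CutAdapt, aligning with STAR to hg19 and counting with HTSeq and FeatureCounts, the counters the paper names, then corrected them for batch with ComBat-seq, and deposited whole-number counts in 3 tables of 6 libraries. The paper's text names no batch variable, annotation or strand setting for these tables, and no versions of the tools that made them. The authors also deposited their DESeq2 comparisons, with log2 fold changes, p-values and q-values, which were used only where the text says so.

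Each table lists 57169 gene symbols. In the siMCHR1 table 27 of them read as dates, as a spreadsheet writes them, and were set back to their symbols, apart from 4 that stand for more than one gene, which kept the date. The siCtr and siMCHR1 tables share 57165 genes. Total counts per library ran from 24638922 to 33671498 over the tables. At this depth genes of average expression are counted precisely, while MCHR1, GRPR, ITGB4, VTN and COL2A1 rest on a few counts per library. Fold changes against a group with at most 3 counts in each library are given as lower bounds, apart from the ranges of COL2A1 with 1 library left out, which are fitted values. These bounds set that group to 3 counts per library and do not cover differences between tables.

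From the deposited counts, genes with a total of at least 10 counts over the libraries of a fit were tested in R 4.3.3 with edgeR 4.0.16 (TMM factors, glmQLFit and glmQLFTest), with Benjamini-Hochberg adjustment and a threshold of 0.1, as in the paper. Where edgeR limits the p-value of a gene that varies less than counting noise, the standard error was taken from that p-value. This was so for 2752 of the 21540 genes tested in siCtr and for 9148 of the 24360 in the interaction. For other genes, among them NTSR1 and ADH1B in siCtr, the standard error can still be smaller than counting noise gives. The interaction of treatment and transfection used the 12 libraries of the siCtr and siMCHR1 tables. Each response lies within one table, and a shift between tables falls into the transfection term. The slope between the responses is an orthogonal slope through the origin. Gene lists for the extracellular matrix (59 genes), type I interferon (35 genes) and proliferation (28 genes) were tested with camera (preset correlation 0.01) and fry in limma 3.58.1 on log2 CPM with a prior count of 2, at a threshold of 0.05. The 5 list tests were adjusted together by the Benjamini-Hochberg method, which was chosen after their p-values were seen. Gene positions come from the GENCODE annotation of GRCh37, the build the paper names as hg19.

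The genes named in the text are those the paper names for this experiment or as its target or readout, and in each comparison the 3 with the largest rise and the 3 with the largest fall among genes with an adjusted p under 0.1 and an average log2 CPM above 3, with groups that do not overlap in the pairwise comparisons. The lists, the tests and the alternatives were fixed before the data were examined, apart from those described as chosen after results were seen. The alternatives were RLE size factors, edgeR's filterByExpr filter, no filter beyond 1 count, the robust fit, the replicate number as a block, DESeq2 1.42.0, a threshold of 0.05, other list tests and leaving out each library in turn.

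The fits were tested on simulated data with 200 changed genes, a log2 fold change of 1 and a dispersion of 0.01. The test recovered 199 of the 200 among 21057 genes in the siCtr design and 187 among 23810 genes in the interaction. The simulated counts had no batch and no correction. The effect of the correction was examined separately by running ComBat-seq (sva 3.50.0) on simulated counts. Gene Ontology terms and upstream regulators were not recomputed, since the pathway tool and its annotation were not used here. The copy of Supplementary Table 5 that was read is shortened, and no set test was run on it. The paper's other RNAseq experiment, on dermal fibroblasts from twins, was not analysed here.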

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

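The tests in this part were chosen only after the results they bear on were seen. Groups of 3 libraries are too small to examine single libraries as outlying.

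The response to PDGF-BB differed between siCtr and siMCHR1 NHDF in 3103 genes by the interaction test. Labels of transfection were exchanged within treatment in 40 of the 200 possible splits, with the table kept as a term. In the real split the transfection and the table are the same, so its fit has one term fewer than the others, and the counts do not decide whether other groupings would do as well. Of the 40 splits, 1 gave as many genes, the real one, and 1, again the real one, as many as 625 genes of the paper's siCtr-only list, adjusted over the list alone. In simulations of tables of 6 libraries the correction gave p under 0.05 in up to 15.9% of unchanged genes. The interaction over 12 libraries was not simulated with the correction, so how many of the 3103 genes differ remains open.

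Differences were ranked among genes called as different with an average log2 CPM above 3. Those furthest above 0 were of ISG15 (1.03 on the log2 scale), SECTM1 (0.96) and IFIT2 (0.79). ISG15 was called as higher with PDGF-BB in siMCHR1 and not called in siCtr. SECTM1 and IFIT2 fell with PDGF-BB in both and less so in siMCHR1. The differences furthest below 0 were of ZNF367 (-0.96), GSN-AS1 (-0.83) and PKMYT1 (-0.81). ZNF367 and PKMYT1 rose in both and less so in siMCHR1. Set across the tables, without a test, they differed mostly without PDGF-BB. ZNF367 was 3.71 CPM in siCtr VC and 7.18 in siMCHR1 VC, against 41.3 and 41.1 with PDGF-BB. PKMYT1 was 1.3 and 2.4 with VC, and 26.6 and 28.2 with PDGF-BB. In PDGF-BB-treated NHDF neither was called as changed by siMCHR1 (log2 fold change 0.073 and -0.067). GSN-AS1 was called as lower in siMCHR1 and not called in siCtr. It was 7.8 CPM in siCtr VC and 12.5 in siMCHR1 VC, against 8.1 and 7.3 with PDGF-BB. ISG15 and IFIT2 are also on the interferon list. The ISG15 difference had an edgeR adjusted p of 0.0721 and was lost in 7 of the 12 fits that left out 1 library, reaching 0.133 without siMCHR1 VC replicate 1 and 0.118 without siCtr VC replicate 4. Other named genes that differed were NTSR1 (-0.72), TROAP (-0.59), PODXL (-0.38) and, among genes the paper names, PDGFD (0.62) and TGFB1 (-0.077), whose call was lost in 11 of 12 such fits. GSN-AS1 and IFIT2 overlap genes on both strands, and ISG15, PKMYT1, TROAP, PDGFD and TGFB1 overlap genes on the other strand, while the paper's text does not say whether reads were counted by strand. ITGB4 and VTN differed as well, on at most 29 and 38 counts per library. With each siCtr PDGF-BB library set to 3 counts, the differences were 2.36 and 2.39 on the log2 scale. They are not lower bounds, since the siMCHR1 response was taken as measured and counts differ between tables. The VTN call was lost in 7 of the 12 such fits, reaching an edgeR adjusted p of 0.169 without siMCHR1 PDGF-BB replicate 1. The counts of ITGB4 and VTN in the same siCtr PDGF-BB libraries were 2 in one table and 15 and 14 in another when summed. Differences of this kind between tables were concentrated at low counts. Of genes with 3 to 30 summed counts, 6.58% differed at least 2-fold between tables, and of those with 30 to 300, 0.615%. The correction of low counts is a candidate explanation for the ITGB4 and VTN differences, and a biological difference stays open.

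The proliferation genes responded less to PDGF-BB in siMCHR1 NHDF, with a median difference of -0.19. One library does not account for it (-0.17 at the least). Scaling stays open, since RLE size factors hardly moved the list (-0.19) or the median of all genes (0.0055, against 0.0074 with TMM). Of the 40 splits, 6 gave a median as large, which decides nothing, as these fits also differ in form. The list's median in PDGF-BB-treated siMCHR1 NHDF was -0.023 against siCtr, with 18 genes lower, 10 higher and 1 called. A small decrease there is neither shown nor excluded. Set across the tables, without a test, the list was 0.17 higher in siMCHR1 VC than in siCtr VC, with 25 of 28 genes higher. With PDGF-BB the same ratio was -0.015, with 10 of 28 higher. Most of the smaller response therefore lay in a higher level without PDGF-BB, as far as tables corrected separately can be compared.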

How the results depend on the processing

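The counts over other splits of the libraries were chosen only after the results were seen. The paper's text does not say what the replicate numbers mark. Deviations of same-numbered libraries were opposite in sign (correlations of -0.995 to -0.974), as they were in simulated counts corrected by replicate number (-0.999 to -0.988), so these correlations do not settle whether the numbers pair the libraries. With the replicate block, the number of genes changed by siMCHR1 with PDGF-BB was 560, the number whose response differed was 1510, and the number of the paper's list whose response differed, adjusted over the list alone, was 231. Among Supplementary Table 9, 530 genes were called with the block. The block left 10183 genes in siCtr and 10808 in siMCHR1. With it, 12 results for named genes were no longer called. These were MCHR1 and COL2A1 in siCtr, MCHR1, TGFB1, CTGF, COL1A1, FN1 and PDGFRA with silencing, and the difference of the response for ITGB4 (edgeR adjusted p = 0.228), VTN (0.321), TGFB1 (0.321) and ISG15 (0.331). With DESeq2 the first 3 numbers were 1097, 726 and 198. Adjusted over all genes tested, 408 genes of the paper's list differed. The cause of these changes was not tested, beyond the simulations of the correction.

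The other settings for the number of genes called stayed within 1.5 times the values reported. Leaving out each library in turn gave from 11041 to 11534 genes in siCtr, 11595 to 11988 in siMCHR1, 2292 to 2762 for silencing, 2390 to 2813 for the difference, 436 to 589 for the paper's list, and 1894 to 2523 for siCtr only. Of the splits of the libraries, 1 of 10, the real one, gave as many calls in siCtr, in siMCHR1 and for silencing, and the largest number in another split was 218, 304 and 1982. That is the smallest share 10 splits allow. For siCtr only, 10 of 100 combined splits gave as many genes, since a split of the siMCHR1 libraries that loses its calls raises this number, up to 11695. For the list medians, 1 of 10 splits, the real one, was as large for the ECM list and for the proliferation list in siCtr and in siMCHR1.

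The slope was 0.945 with RLE size factors, 0.945 with DESeq2 log2 fold changes, 0.933 with average log2 CPM above 0 and 0.946 with it above 5, and 0.938 to 0.946 with each library left out. With the correlation estimated from the data, camera in limma no longer passed the threshold of 0.05 for the ECM list (median -0.10), the proliferation list in siCtr (3.70) and in siMCHR1 (3.47), and its difference (-0.19), each with an adjusted p of 0.107.

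Of 87 results for named genes, 57 kept their direction and side of the threshold under each alternative run for them and 14 changed direction in at least one, all of them near 0 or on few counts. These alternatives were RLE size factors, the robust fit, the replicate block, leaving out each library, the filterByExpr filter (75 results) and DESeq2 (81 results), while no filter beyond 1 count and a threshold of 0.05 were run only for numbers of genes. PDGFRB in siMCHR1 was 0.0023 with RLE size factors and 0.0022 with DESeq2, ACTA2 with silencing was -0.025 with each of these, and JAK1 in siCtr was -0.0096 with the filterByExpr filter. With each library left out, the log2 fold change in siCtr ran from -0.31 to 0.013 for COL1A1, -0.27 to 0.015 for PDGFRA and -0.017 to 0.023 for JAK1. In siMCHR1 it ran from -1.53 to 5.95 for COL2A1, -1.19 to 0.28 for VTN, -0.19 to 0.043 for PDGFRA and -0.13 to 0.023 for PDGFRB. With silencing it ran from -0.033 to 0.068 for ACTA2 and -0.47 to 0.99 for VTN. The difference of the response ran from -0.025 to 0.0057 for CTGF, -0.23 to 0.20 for COL1A1, -0.14 to 7.36 for COL2A1, -0.15 to 0.30 for COL3A1 and -0.10 to 0.24 for PDGFRA.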

Differences from the paper's values

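The paper's number of genes called only in siCtr NHDF is 1473, against 2289 here. Among the alternatives set before the data were examined, the gap stayed over 1.5 times with RLE size factors (2233 genes), no filter beyond 1 count (2247), the robust fit (2278), an unadjusted p of 0.05 or more in siMCHR1 (2343) and each siMCHR1 library left out (2378 to 2523). It closed to within 1.5 times with the others, among them DESeq2 (1809 genes).

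For silencing with PDGF-BB the paper's number of genes is 1095, against 3121 here. DESeq2, which the paper's methods name, gave 1097 genes, and no other alternative set before the data were examined came within 1.5 times, the replicate block giving 560 and the rest between 2292 and 3240. The authors' deposited table gives 1103 genes.

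The paper's log2 fold change of TGFB1 with silencing is -0.207, against -0.18 here (standard error 0.027). DESeq2 gave -0.21, and RLE size factors, the replicate block and leaving out replicate 1 or 3 of either group also came within the standard error. The filterByExpr filter (-0.18), the robust fit (-0.18) and leaving out replicate 4 of either group (-0.16) did not.

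The paper's q-values are 0.00014 for ITGB4 and 0.00029 for VTN in siCtr and 0.0008073 for TGFB1 with silencing, against adjusted p-values of 0.000402, 0.000899 and 0.00813 here (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 gave 0.000138, 0.000284 and 0.000825, and no other alternative set before the data were examined came within 1.5 times for any of the 3 genes.

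The paper gives COL2A1 as lower in PDGF-BB-treated siMCHR1 NHDF, and here no difference was detectable for it, with an adjusted p of 0.871 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and none of the alternatives run for it calling it. The authors' deposited table gives a q-value under 0.1 for 9725 genes in siCtr and 9572 in siMCHR1, where the paper's text gives 9065 and 8927. DESeq2 run on the deposited counts gave log2 fold changes within 0.001 of the authors' deposited table for all genes compared, 30663 in siCtr.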

Other observations

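The matched gene lists were chosen before their result was seen, and the other tests in this part only after the results they bear on.

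The type I interferon genes, whose terms are in the paper's Table 2 for this comparison, were higher in PDGF-BB-treated siMCHR1 NHDF than in siCtr NHDF, with a median log2 fold change of 0.78 and all 35 genes higher. Scaling between libraries would have to move the list with all genes, but with RLE size factors its median was 0.75, while that of all genes was -0.034. No single library carried it, since the lowest median with a library left out was 0.73. Expression level and gene length do not account for it either. The highest median of 10000 random lists matched on both was 0.11, for the 34 of the 35 genes with a known length. Of the 10 splits of the 6 libraries, 1 gave a median as large, the real one, which is the fewest possible. A response to the siRNA duplexes and a response to loss of MCHR1 cannot be told apart, because only siCtr and siMCHR1 transfections were compared. The median log2 ratio of the list between siMCHR1 and siCtr was 0.42 in the VC libraries, with 34 of 35 genes higher. That ratio is set across tables corrected separately and was not tested. It leaves open that some of the list's difference precedes PDGF-BB. MCHR1 had 0, 0 and 1 counts in siCtr VC and 0 in each siMCHR1 VC library, so little MCHR1 transcript was detected there to be silenced. Counts this close to the detection limit do not decide between the explanations.

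The deposited counts carry patterns that their batch correction may have left. The highest correlation of deviations among the same-numbered pairs was -0.974, and pairs with different numbers ran from 0.341 to 0.648. ComBat-seq run on simulated counts with the replicate number as the batch gave correlations of -0.999 to -0.988. A correction by replicate number is therefore a candidate explanation for the mirrored deviations, although the value of -0.974 lies outside that range. The paper's text does not name the batch variable. Whether the correction was given the treatment groups can be asked from the spread. In the PDGF-BB against VC tables the median chi-square per degree of freedom at 300 to 1000 summed counts was 0.174 in siCtr VC and 0.083 in siMCHR1 VC. Simulations given the groups stayed at 0.42 or above, which argues against that setting, and those not given the groups ran from 0.0419 to 0.127. The siMCHR1 value lies within the latter and the siCtr value above it. In the table of PDGF-BB-treated NHDF the value was 0.906, which simulations with or without the groups do not settle, since it also depends on the spread of the uncorrected counts. These simulations used one seed per setting and assumed dispersions of 0.001 and 0.01 and a batch SD of 0.3 on the log2 scale.

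The correction may bear on how many genes pass a threshold. In the simulations, 9.64% to 15.9% of unchanged genes had p under 0.05 when the test ignored the replicate number. With the replicate number as a block the share was 3.88% to 5.0% where the groups had been given and 6.59% to 11.5% where they had not. A reader could weigh small log2 fold changes with low p-values in these tables with that in mind. The same libraries can also have quite different spread in different tables. The median coefficient of variation of siMCHR1 PDGF-BB libraries, over 9810 genes, was 0.791% in one table and 4.43% in the other.

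The paper reports CTGF, ACTA2 and MCHR1 from qPCR and protein measurements. In these libraries CTGF fell with PDGF-BB by 0.80 on the log2 scale in siCtr (standard error 0.030) and by 0.81 in siMCHR1 (standard error 0.014). The difference between these responses was -0.0049 and was not called (adjusted p = 0.9998 from the interaction test of edgeR). Set across the tables, without a test, CTGF was already lower without PDGF-BB, at 219.1 CPM in siCtr VC and 186.8 in siMCHR1 VC. With silencing CTGF changed by -0.34 (standard error 0.076, adjusted p = 0.0373 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was no longer called when replicate 3 or 4 of either group was left out (edgeR adjusted p from 0.105 without siCtr PDGF-BB replicate 3 to 0.145 without siMCHR1 PDGF-BB replicate 4). ACTA2 fell with PDGF-BB by 0.55 in siCtr and by 0.45 in siMCHR1. JAK1, which the paper lists as a predicted upstream regulator, changed by 0.0039 on the log2 scale in siCtr and by -0.042 in siMCHR1, and was not called in either, although edgeR called it in siMCHR1 with the filterByExpr filter (adjusted p = 0.037), without siMCHR1 VC replicate 1 (adjusted p = 0.0758) and without siMCHR1 PDGF-BB replicate 1 (adjusted p = 0.076), and its highest adjusted p over the alternatives was 0.93 in DESeq2. JAK1 and ACTA2 both overlap other annotated genes on the same strand. MCHR1 rose with PDGF-BB in siCtr at least 3.47-fold (adjusted p = 0.0227 from the same edgeR test).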
